# Menin Links the Stress Response to Genome Stability in *Drosophila melanogaster*

**DOI:** 10.1371/journal.pone.0014049

**Published:** 2010-11-18

**Authors:** Maria Papaconstantinou, Alicia N. Pepper, Ying Wu, Dahlia Kasimer, Tim Westwood, Ana Regina Campos, Pierre-André Bédard

## Abstract

**Background:**

The multiple endocrine neoplasia type I gene functions as a tumor suppressor gene in humans and mouse models. In *Drosophila melanogaster*, mutants of the menin gene (*Mnn1*) are hypersensitive to mutagens or gamma irradiation and have profound defects in the response to several stresses including heat shock, hypoxia, hyperosmolarity and oxidative stress. However, it is not known if the function of menin in the stress response contributes to genome stability. The objective of this study was to examine the role of menin in the control of the stress response and genome stability.

**Methodology/Principal Findings:**

Using a test of loss-of-heterozygosity, we show that *Drosophila* strains lacking a functional *Mnn1* gene or expressing a *Mnn1* dsRNA display increased genome instability in response to non-lethal heat shock or hypoxia treatments. This is also true for strains lacking all *Hsp70* genes, implying that a precise control of the stress response is required for genome stability. While menin is required for *Hsp70* expression, the results of epistatic studies indicate that the increase in genome instability observed in *Mnn1* lack-of-function mutants cannot be accounted for by mis-expression of *Hsp70*. Therefore, menin may promote genome stability by controlling the expression of other stress-responsive genes. In agreement with this notion, gene profiling reveals that *Mnn1* is required for sustained expression of all heat shock protein genes but is dispensable for early induction of the heat shock response.

**Conclusions/Significance:**

Mutants of the *Mnn1* gene are hypersensitive to several stresses and display increased genome instability when subjected to conditions, such as heat shock, generally regarded as non-genotoxic. In this report, we describe a role for menin as a global regulator of heat shock gene expression and critical factor in the maintenance of genome integrity. Therefore, menin links the stress response to the control of genome stability in *Drosophila melanogaster*.

## Introduction

The multiple endocrine neoplasia type 1 tumor suppressor gene (*MEN1*) has been implicated in the control of apoptosis, DNA repair or replication, and gene expression [1]. Menin, the protein encoded by *MEN1*, functions as a transcriptional regulator by interacting with several transcription factors and chromatin-modifying complexes such as mSin3A/histone deacetylases and histone methyltransferases of the Trithorax/MLL (Mixed Lineage Leukemia) family [2], [3], [4], [5], [6], [7], [8]. Leukemogenesis resulting from chromosomal translocations of the MLL1 gene is characterized by the aberrant expression of *Hox* genes, a process dependent on the interaction of the MLL fusion protein with menin [9]. Therefore, menin also functions as an oncogenic co-factor. In contrast, little is known about the mechanism(s) by which menin exerts its tumor suppressor function. Complexes of menin with the replication factor RPA2 and DNA repair protein FANCD2 have been described but a role for menin in DNA replication or repair remains poorly understood [10], [11], [12].

Chromosomal abnormalities have been observed in peripheral leukocytes of patients affected by the MEN1 syndrome, suggesting a role for menin in the control of genome stability [13], [14], [15]. Using *Drosophila melanogaster* as a model, Bale and co-investigators described a function for menin in a G1-S checkpoint following treatment of larvae with ionizing radiation (IR). This function appeared to be mediated by the interaction of menin with the Forkhead family member CHES1 (FOXN3) as over-expression of CHES1 was sufficient to re-establish the G1-S checkpoint and inhibition of DNA synthesis in *Mnn1* deletion mutants [5]. These mutants were also prone to single base pair deletions when treated with a DNA crosslinking agent, suggesting that menin promotes genome stability by several mechanisms [12].

Our group uncovered a novel function for menin in the stress response in *Drosophila*. Deletion mutants of the *Mnn1* gene develop normally but are hypersensitive to several stresses including heat shock, hypoxia, hyperosmolarity and oxidative stress [16]. Defects in the expression of two heat shock responsive genes, namely *Hsp70* and *Hsp23*, were observed in embryos of *Mnn1* nullizygous flies while the over-expression of menin impaired the down-regulation of these genes during recovery at the normal temperature. In this report, we examine the role of menin in the control of the stress response and genome stability. We show that menin functions as a global regulator of the stress response. Using a test for loss-of-heterozygosity of the *multiple wing hairs* (*mwh*) gene, we demonstrate that *Mnn1* nullizygous flies are characterized by increased genome instability in response to heat shock and hypoxia. A proper response to stress, including conditions generally not regarded as genotoxic (heat shock), is therefore required not only for the immediate survival of the organism but also to ensure genome stability, a process depending on menin.

## Results

### Role of menin in genome stability

The *MEN1* gene functions as a tumor suppressor gene in humans and in mouse models [17], [18], [19], [20]. In *Drosophila*, mutants carrying a deletion of the *Mnn1* gene are hypersensitive to several mutagens or gamma irradiation and display profound defects in the stress response [5], [16], [21]. However, it is not known if the function of menin in the stress response contributes to genome stability. To address this question, we quantified the loss-of-heterozygosity (LOH) at the *multiple wing hairs* (*mwh*) locus in adults that were subjected to heat shock or hypoxia during embryonic and larval stages. In precursor wing cells, loss-of-function at this locus generates cells with multiple hairs in the adult (Fig. 1A–C). Control and *Mnn1* null embryos and larvae heterozygous for the *mwh^1^* mutation were subjected to repeated but short 20 min heat shock treatments at 37°C. These conditions of heat shock caused similar levels of lethality (5–8%) in control and *Mnn1* mutants (Supporting Information Table S1). The repeated heat shock treatment had little effect on genome stability in flies with a functional *Mnn1* gene (Fig. 1D). In contrast, we observed a significant increase in *mwh* LOH in *Mnn1* deletion mutants (*Mnn1^e30^*, *Mnn1^e173^*) or flies expressing a dsRNA for *Mnn1* in response to heat shock (Fig. 1D). The same was true for embryos and larvae subjected to sub-lethal conditions of hypoxia (Fig. 1E). Thus, we conclude that *Mnn1* gene function is required for the maintenance of genome stability in response to stress.

**Figure 1:**
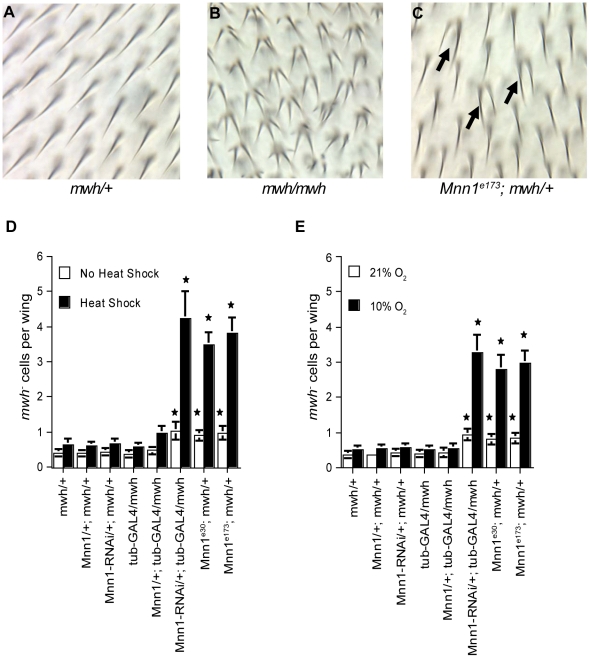
Elevated rates of spontaneous and stress-induced loss-of-heterozygosity in *Mnn1* RNA*i* and deletion mutants. A loss-of-heterozygosity (LOH) assay based on mutations in the *multiple wing hairs* (*mwh*) gene was used to assess genomic instability in *Mnn1* transgenic strains and deletion mutants. (**A**) A fly heterozygous for *mwh* has one wing hair per cell. (**B**) A fly homozygous for *mwh* has two or more hairs per cell. (**C**) LOH is elevated in *Mnn1^e173^* deletion mutant flies. Individual cells that have lost the wild-type *mwh* gene are observed within a field of heterozygous cells (arrows in **C**). Panels **A** & **C** show individuals that have received short, repeated heat shock treatments. (**D&E**) In the absence of stress, the incidence of *mwh^-^* cells is increased significantly in *Mnn1* deletion mutants (*Mnn1^e30^;mwh/+* and *Mnn1^e173^;mwh/+*) and flies expressing the UAS construct for *Mnn1* RNAi under the control of tubulin-GAL4 (*Mnn1-RNAi/+; tub-GAL4/mwh*) (p<0.05). These elevated rates of LOH are significantly enhanced by short (20 min), repeated heat shock treatments (**D**) and by short (1 hr), repeated hypoxia treatments (**E**). *Mnn1*/+; *tub*-*GAL4*/*mwh* refers to a strain harboring a UAS construct for menin over-expression; this strain does not show a significant difference in the frequency of LOH. The average number of *mwh^-^* cells per wing is indicated. Error bars represent standard errors of the mean (SEM). Stars denote significant differences compared to wild-type controls (*mwh*/+) of the same condition, p<0.05.

### Role of Hsp70 in genome stability

In the absence of *Mnn1* function, *Drosophila* embryos express HSP70 in the first 15 min of heat shock but are unable to maintain this expression for longer periods [16]. Western blotting analysis indicated that embryos with a deletion of the *Mnn1* gene do not express HSP70 after 20 min of heat shock at 37°C, that is, in conditions used to assess the role of menin in the control of genome stability (Fig. 2A). This observation raised the possibility that the lack of proper HSP70 expression is sufficient to cause genome instability. To address this question, we took advantage of deletion mutants of the *Hsp70* loci generated by homologous recombination [22]. The absence of *Hsp70* expression results in increased lethality in response to severe heat shock conditions (39°C) but is tolerated in the heat stress conditions used in our experiments [[23] Supporting Information Table S1 and S2]. Increased *mwh* LOH was observed in *Hsp70* null flies subjected to the repeated heat shock treatment at 37°C (Fig. 2B). A modest but significant increase was also observed in the absence of heat shock, suggesting that proper expression of *Hsp70* is important for the maintenance of genome stability.

**Figure 2:**
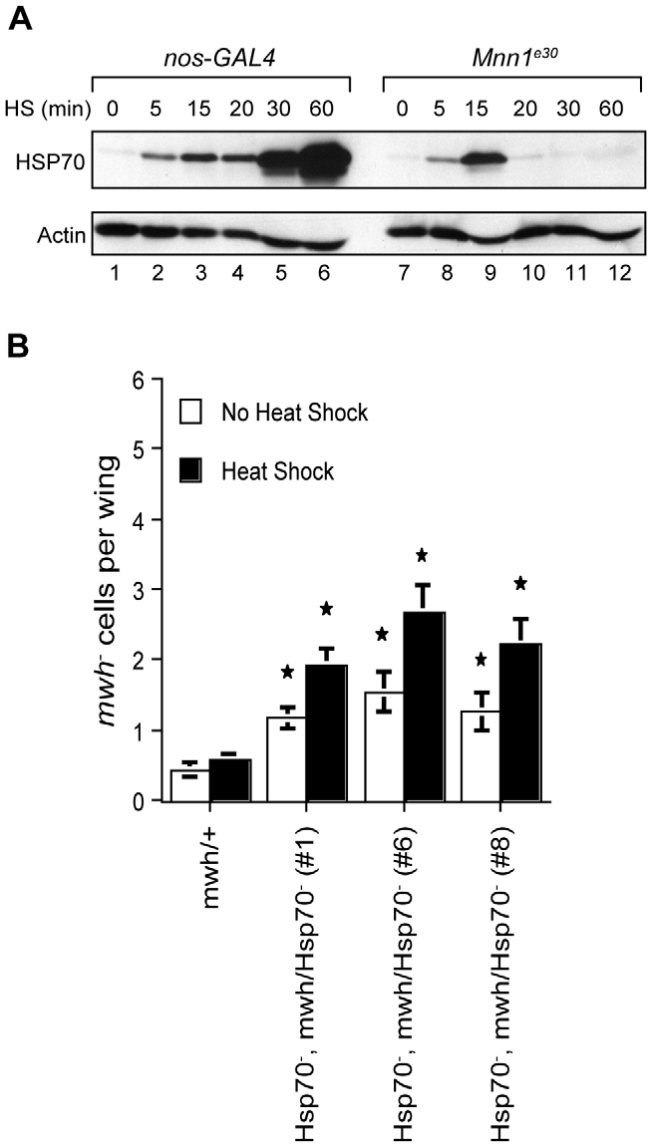
Loss of *Hsp70* leads to increased genomic instability after heat stress. **A**) Western blotting analysis of HSP70 expression in control (*nos*-*GAL4*) and *Mnn1^e30^* deletion mutant embryos. The expression of HSP70 is normal in the first 15 min of the heat shock response but is no longer detectable after a 20 min heat shock treatment in the *Mnn1^e30^* deletion mutant. (**B**) The *mwh* assay was used to measure genomic instability in post-mitotic cells of *Hsp70^-^* mutants. Under normal lab conditions, the incidence of *mwh^-^* cells is significantly increased about two- to three-fold in *Hsp70^-^* deletion mutants in comparison with the controls (*mwh*/+) (p<0.05). These elevated rates of LOH are significantly augmented by short (20 min), chronic heat shock treatments (p<0.05). Both *Hsp70* and *mwh* genes are on the third chromosome, and three independent recombinant lines (#1, #6 and #8) homozygous for *Hsp70^-^* and heterozygous for *mwh* were tested. The average number of *mwh^-^* cells per wing is indicated. Error bars represent SEM. Stars denote significant differences compared to controls (*mwh*/+) for the same condition, p<0.05.

The genome instability observed in the absence of menin may be caused by the mis-expression of *Hsp70* or disruption of the expression of other genes. To characterize the role of *Hsp70* in the function of menin, LOH at the *mwh* locus was examined in *Mnn1* deletion mutants harboring half of the *Hsp70* gene copy number or none (Fig. 3). The *Drosophila* genome contains six highly similar *Hsp70* genes located at two separate loci. In the presence of menin, a reduction of the *Hsp70* gene complement by half did not result in a significant increase in *mwh* LOH. Likewise, a 50% reduction in *Hsp70* gene copy number did not enhance the incidence of *mwh* LOH observed in *Mnn1* deletion mutants under heat shock conditions. In contrast, the complete absence of *Hsp70* genes resulted in a marked increase in *mwh* LOH in *Mnn1* null flies. This level of LOH was equivalent to the combined *mwh* LOH observed in the absence of *Hsp70* and *Mnn1* gene functions (Fig. 1, 2, 3). This was true at the normal temperature and under heat shock conditions. Therefore, the incidence of LOH observed in *Mnn1* deletion mutants was not the result of the disruption of *Hsp70* expression, suggesting that proper regulation of other genes controlled by menin is required for the maintenance of genome integrity.

**Figure 3:**
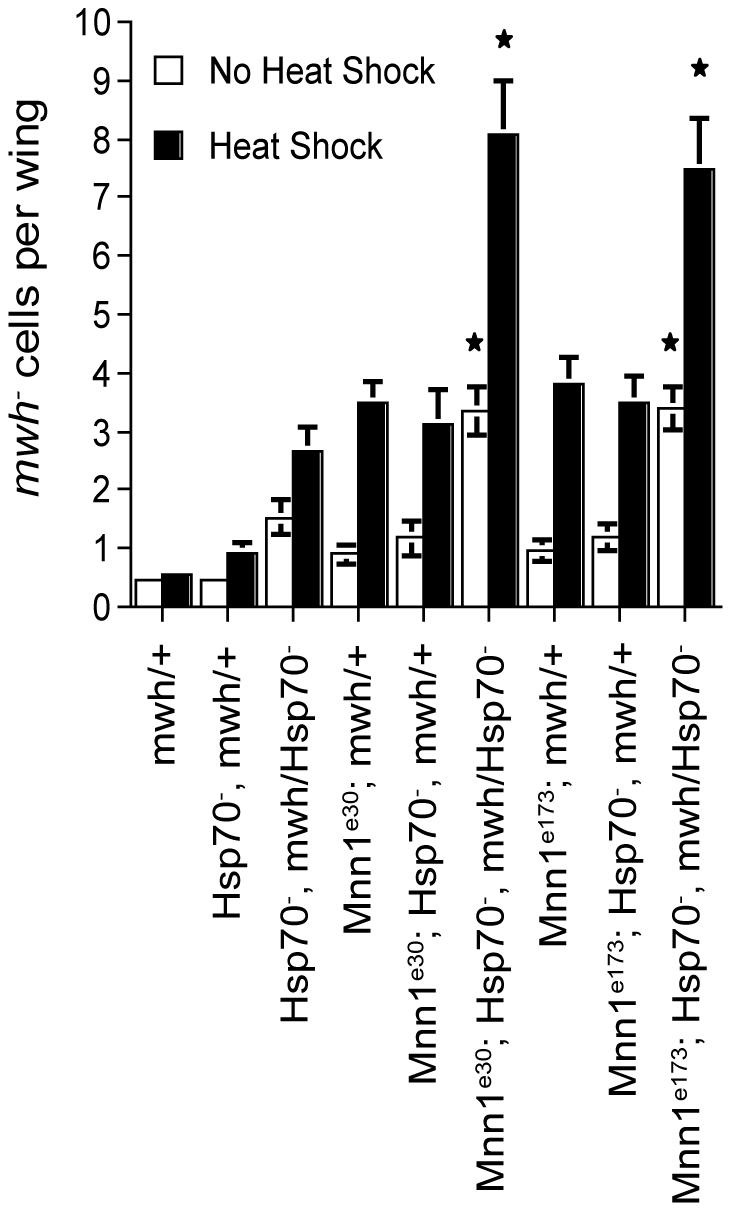
LOH in *Mnn1* deletion mutants is not attributable to the disruption of *Hsp70* expression. The *mwh* assay was used to assess genomic instability in *Mnn1* deletion mutants (*Mnn1* ^e30^ and *Mnn1* ^e173^) harboring half of the *Hsp70* gene copy number or none. Both in the absence of stress or under short, repeated heat shock conditions, a reduction of the *Hsp70* gene complement by half (*Mnn1^e30^*; *Hsp70* ^-^, *mwh*/+ and *Mnn1^e173^*; *Hsp70* ^-^, *mwh*/+), did not result in a significant increase in the incidence of *mwh^-^* cells and did not augment the LOH observed in *Mnn1* null flies (*Mnn1^e30^*; *mwh*/+ and *Mnn1^e173^*; *mwh*/+) (p>0.05). In contrast, under both normal lab and heat shock conditions, the complete loss of *Hsp70* genes (*Mnn1^e30^*; *Hsp70* ^-^, *mwh*/*Hsp70* ^-^ and *Mnn1^e173^*; *Hsp70* ^-^, *mwh*/*Hsp70* ^-^) significantly enhanced the LOH in *Mnn1* deletion mutants (p<0.05). The average number of *mwh^-^* cells per wing is indicated. Error bars represent SEM. Stars denote significant differences compared to *Mnn1* null flies (*Mnn1^e30^*; *mwh*/+ or *Mnn1^e173^*; *mwh*/+), p<0.05.

### Role of *Hsp70* in the lethality caused by *Mnn1* over-expression

Lethality is observed in a high proportion of heat shock treated embryos over-expressing menin [16]. In these conditions, *Hsp70* and *Hsp23* are induced but are not down-regulated normally upon return to 25°C. In *Drosophila* larvae, the over-expression of *Hsp70* increases short-term thermotolerance to severe stress but decreases growth and survival to adulthood [24], [25]. Therefore, the lethality observed in conditions of *Mnn1* over-expression may be caused by the prolonged expression of *Hsp70* in these embryos. We asked whether a reduction in *Hsp70* gene copy number alters the lethality observed in conditions of *Mnn1* over-expression and heat shock. As shown in Fig. 4, the deletion of all *Hsp70* genes partially suppressed the lethality caused by *Mnn1* over-expression. Similar results were obtained in flies expressing a temperature-sensitive mutant of the heat shock factor inactivated at 37°C [*Hsf^4^*; [26]]. These results indicate that the lethality caused by *Mnn1* over-expression is due, at least in part, to the persistent expression of heat shock proteins and, in particular, of HSP70.

**Figure 4:**
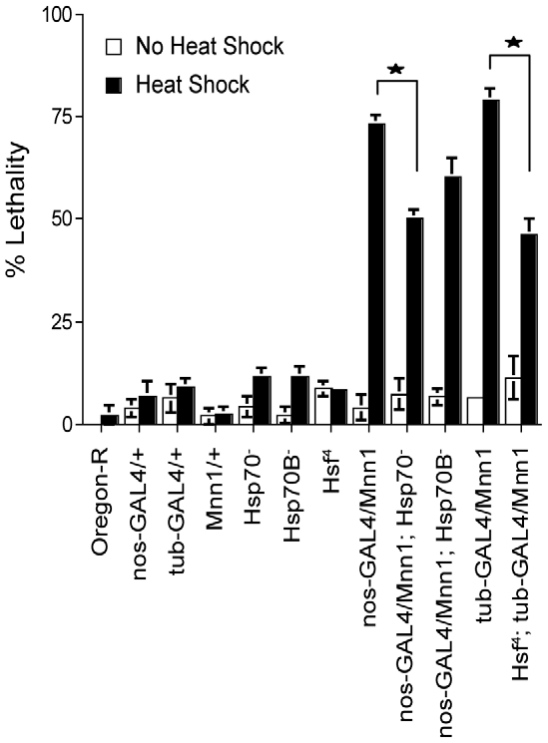
The lethality observed in transgenic strains over-expressing menin is partially due to aberrant *Hsp70* expression. Stage 6 to 10 embryos (3 to 5 hrs AEL) were subjected to a 1 hr heat shock treatment at 37°C and then allowed to develop until adulthood. *Mnn1* refers to strains harboring a UAS construct of this gene; expression is driven by either the nanos-GAL4 or tubulin-GAL4 drivers. Under heat shock conditions, organismal lethality of menin over-expressing lines (*nos*-*GAL4*/*Mnn1* and *tub*-*GAL4*/*Mnn1*) was attenuated when these strains were placed in an *Hsp70^-^* mutant background (*nos*-*GAL4*/*Mnn1*; *Hsp70* ^-^) or with a temperature sensitive *Hsf^-^* allele (*Hsf^4^*; *tub*-*GAL4*/*Mnn1*). Lethality of menin over-expressing lines was not attenuated by deletion mutants for a single *Hsp70* locus (*nos*-*GAL4*/*Mnn1*; *Hsp70B* ^-^). Percent lethality of wild-type (Oregon-R), parental control lines (*nos*-*GAL4*/+, *tub*-*GAL4*/+ and *Mnn1*/+) as well as homozygous *Hsf^4^* and *Hsp70* ^-^ mutants, and mutants homozygous for a single *Hsp70* locus (*Hsp70B^-^*) are shown for comparison. Stars denote significant differences between the indicated strains, p<0.05. Error bars represent SEM.

### Suppression of lethality associated with *Mnn1* mis-expression and stress by a dominant negative mutant of Chk2(mnk)

Heat shock treated embryos over-expressing or lacking menin are characterized by a high incidence of apoptosis and lethality [16]. In *Drosophila*, the Chk2*-*p53 pathway has been implicated in the control of apoptosis in response to gamma irradiation and DNA damage but the role of this pathway in response to other stresses has not been investigated [27], [28]. To determine the role of Chk2-p53 in the lethality caused by menin mis-expression, we first examined the effects of over-expressing *Chk2*(*mnk*) or a dominant negative mutant of this kinase in embryos subjected to a 1 hr heat shock treatment at 37°C. In embryos with a functional *Mnn1* gene, the over-expression of *Chk2*(*mnk*) increased lethality at the normal temperature and in response to heat shock (*mnk/+;tub-GAL4*/+ in Fig. 5). However, increasing the level of *Chk2*(*mnk*) did not enhance the lethality caused by *Mnn1* over-expression or loss-of-function. In contrast, the expression of the dominant negative mutant of *Chk2*(*mnk*) (designated mnk^DN^) suppressed partially the lethality observed in conditions of heat stress and menin mis-expression. This was true for embryos over-expressing menin (*UAS*-*Mnn1*) or a dsRNA for *Mnn1* (*UAS*-*Mnn1*-*RNAi*). Therefore, the lethality associated with *Mnn1* mis-expression and heat stress was dependent in part on *Chk2*(*mnk*) function.

**Figure 5:**
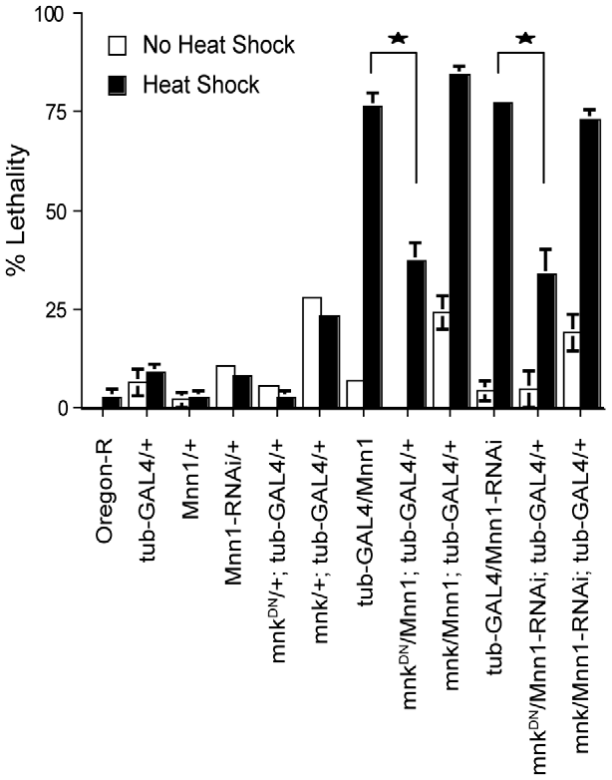
Menin interacts genetically with *Chk2(mnk)* in the heat shock response. Stage 6 to 10 embryos (3 to 5 hrs AEL) were subjected to a 1 hr heat shock treatment at 37°C and then allowed to develop until adulthood. *Mnn1* and *Mnn1*-*RNAi* refer to strains harboring a UAS construct for the over-expression and down-regulation of menin, respectively. *mnk* refers to a GUS construct of *Chk2(mnk)* for over-expression and *mnk^DN^* refers to a strain with a GUS construct for the expression of a dominant negative Chk2(mnk) kinase. The expression of all constructs is controlled by the tub-GAL4 driver. Wild-type (Oregon-R) and parental controls (*tub*-*GAL4*/+, *Mnn1*/+, *Mnn1*-*RNAi*/+) are shown for comparison. Organismal lethality observed in heat stressed *Drosophila* transgenic lines over-expressing (*tub-GAL4/Mnn1)* or down-regulating menin by RNA*i* (*tub-GAL4/Mnn1-RNAi*) was attenuated by co-expression of the dominant negative mutant of *Chk2*(*mnk)* (*mnk^DN^/Mnn1; tub-GAL4/+* and *mnk^DN^*/*Mnn1*-*RNAi*;*tub*-*GAL4*/+). No significant changes in lethality were observed in transgenic strains with mis-regulated *Mnn1* expression when wild-type *Chk2(mnk)* was over-expressed in the background (*mnk*/*Mnn1*; *tub*-*GAL4*/+ and *mnk*/*Mnn1*-*RNAi*; *tub*-*GAL4*/+). Stars denote significant differences between the indicated strains, p<0.05.

Similar experiments were carried out to determine if the lack of p53 function alters the response of *Mnn1* null mutants to heat shock. However, unlike embryos expressing the dominant negative form of *Chk2*(*mnk*), *p53* null embryos were characterized by a significant degree of lethality in normal growth conditions. This lethality was also enhanced by heat shock, thus precluding the analysis of the role of p53 in the lethality caused by *Mnn1* mis-expression and stress (our unpublished results).

### Menin is a global regulator of the heat shock response

The results described above indicate that the genome instability caused by the absence of menin and heat stress cannot be explained by the aberrant expression of *Hsp70* (Fig. 3). Therefore, menin may act by mechanisms independent of gene expression and/or control the expression of multiple stress-responsive genes contributing to the maintenance of genome stability. 

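RNA from heat shocked embryos and RNA from non shocked embryos of the same fly line were co-hybridized to long oligo arrays, with 3 arrays for each of 12 conditions (36 arrays). The fly lines were Oregon-R (wild type), nos-GAL4 (the driver control), Mnn1e30 (a deletion in Mnn1), UAS-Mnn1-RNAi (a dsRNA against Mnn1) and UAS-Mnn1 (over-expression of menin). Each line was profiled after 10 min at 37°C, each but Oregon-R after 60 min, and nos-GAL4, Mnn1e30 and UAS-Mnn1 also after 60 min and 3 h of recovery. Mnn1 (CG13778), the targeted gene, had a mean log2 signal over both channels of 7.48 in the nos-GAL4 arrays. Its probe was higher by 0.02 in Mnn1e30 (standard error 0.10, limma adjusted p = 0.985), by 0.14 in UAS-Mnn1-RNAi (standard error 0.12, adjusted p = 0.762) and by 0.45 in UAS-Mnn1 (standard error 0.10, adjusted p = 0.433), so no line passed the test over the whole array. Taken alone, as a probe fixed in advance, Mnn1 in UAS-Mnn1 had an unadjusted limma p of 0.00013. The files do not give the probe's place relative to the deletion, so its level in Mnn1e30 checks nothing. Of the probes for the yeast gene GAL4, the driver's activator, GAL4 probe 2 was higher in UAS-Mnn1 than in nos-GAL4 by 0.78 (standard error 0.15, adjusted p = 0.0354), while the 0.61 of GAL4 probe 1 did not pass the test (standard error 0.16). In non shocked RNA alone, the mean log2 signal of GAL4 probe 2 at 10 min, 60 min and recovery was 7.53, 7.34 and 7.07 in UAS-Mnn1 and 7.33, 7.36 and 7.21 in nos-GAL4, so the difference lies in the heat shocked RNA. Neither probe set nos-GAL4 apart from Oregon-R or Mnn1e30, with differences between -0.03 and 0.39.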

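Values are log2 ratios of heat shocked over non shocked RNA, so that 0 is no change where both channels gave signal. The direction comes from the dyes in the labels, Alexa647 for heat shocked and Alexa555 for non shocked RNA in all 36 arrays, with no dye swap. Across genes, several condition means ran against each other, with the lowest correlation, -0.67, between UAS-Mnn1 at 60 min and nos-GAL4 in recovery, and -0.58 between Oregon-R at 10 min and Mnn1e30 at 60 min. The direction was kept, since the labels state the dyes for every array and these treatments could have opposite effects. Mnn1e30 replicate 1 in recovery goes against its label. Its ratios ran opposite to the authors' deposited values (r = -0.907 over bright spots) and to the paper's Dataset S1 (r = -0.87). Results with its sign turned are given as an alternative. The signals were background corrected by normexp with an offset of 50 and normalized by loess within each of 48 sub-grids, and limma was fitted to 13827 genes over all 36 arrays. A gene is called at a Benjamini-Hochberg adjusted p under 0.05 and a change of at least 1.5-fold. Tests, 21 gene lists and the rule for the genes named were set before the data were examined, except that the paper's supplementary expression values had been seen when the lists of inducible Hsp genes and co-chaperones were written. Lists are set against the other genes with limma's camera, adjusted over the 21 lists, at a preset correlation of 0.01 and at an estimated one. On 7 arrays, more than 50% of the spots read 0 in a channel: 56.9, 67.4 and 91.8% of the Alexa555 spots on the nos-GAL4 arrays at 10 min, 74.1% on Oregon-R replicate 2 and 73.6% on Mnn1e30 replicate 2 at 10 min, 68.6% on UAS-Mnn1 replicate 1 at 60 min, and 73.5% of the Alexa647 spots on UAS-Mnn1 replicate 2 at 10 min. The median absolute ratio was 0 on nos-GAL4 replicate 3, Mnn1e30 replicate 2 and UAS-Mnn1 replicate 2 at 10 min. It was also 0 on UAS-Mnn1 replicate 1 at 60 min. A ratio of 0 on these arrays need not mean no change, and it enters the means and SDs. The arrays fall into 20 scans, and no scan held arrays of both 10 min and 60 min. For 11 arrays the sample title and the source name give different fly lines. The titles are used, which give 3 arrays per condition and match the line written in the scanner files of all 36 arrays. The paper's immunoblots show HSP70 below detection in Mnn1e30 after 20 min of heat shock (Fig. 2A), a time not on these arrays, which does not settle the labels.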

To characterize the role of menin in the stress response, we performed a series of gene profiling studies of heat shock treated embryos over-expressing or lacking *Mnn1* function. 

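In nos-GAL4 embryos after 60 min, genes outside the heat shock protein family changed too. The noncoding αγ-element RNA (CR32865), transcribed from a heat shock locus, rose by 4.16 on the log2 scale (standard error 0.69, n = 3 arrays, limma adjusted p = 0.0072). CG32512 rose by 3.27 (standard error 0.57, adjusted p = 0.012). The zinc finger gene crol (CG14938) fell by 1.79 (standard error 0.33, adjusted p = 0.014). The muscle LIM protein gene Mlp60A (CG33149) fell by 2.85 (standard error 0.62, adjusted p = 0.049), and the Notch target E(spl)mdelta-HLH (CG8328) fell by 1.34 (standard error 0.28, adjusted p = 0.042). After recovery, the cuticle protein gene Cpr5C (CG4052) rose by 1.26, the protease gene Jon66Cii (CG7170) by 1.56 (adjusted p = 0.037 and 0.032). The Notch pathway gene dx (CG3929) and the autophagy gene Atg5 (CG1643) fell by 0.98 and by 0.65 (adjusted p = 0.009 and 0.037). In nos-GAL4, 11 genes were higher and 25 lower after 60 min, and 26 were higher and 5 lower in recovery. Calls in UAS-Mnn1 were 15 higher and 18 lower at 60 min and 16 higher and 8 lower in recovery, and Mnn1e30 had 1 higher call at 60 min. UAS-Mnn1-RNAi at 60 min and Mnn1e30 in recovery had 0 calls by limma (382 and 1417 genes at an unadjusted p under 0.05, and 2 and 3 by one-class SAM). With the ratios of Mnn1e30 replicate 1 turned in sign, a setting chosen after seeing the data, Mnn1e30 in recovery had 209 higher and 116 lower. The genes called in at least one condition were 384, of which 182 were higher and 228 lower somewhere and 61 were called in 2 or more conditions. One-class SAM with the methods' limits gave 254. With 3 arrays per condition, single arrays weigh on these counts: the 384 became 3348, 612 and 106 without replicate 1, 2 and 3, and 810 with the turned sign. The 36 calls of nos-GAL4 at 60 min became 2, 403 and 0 without replicate 1, 2 and 3, and its 31 calls in recovery became 607, 0 and 2.

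**Figure D1:**
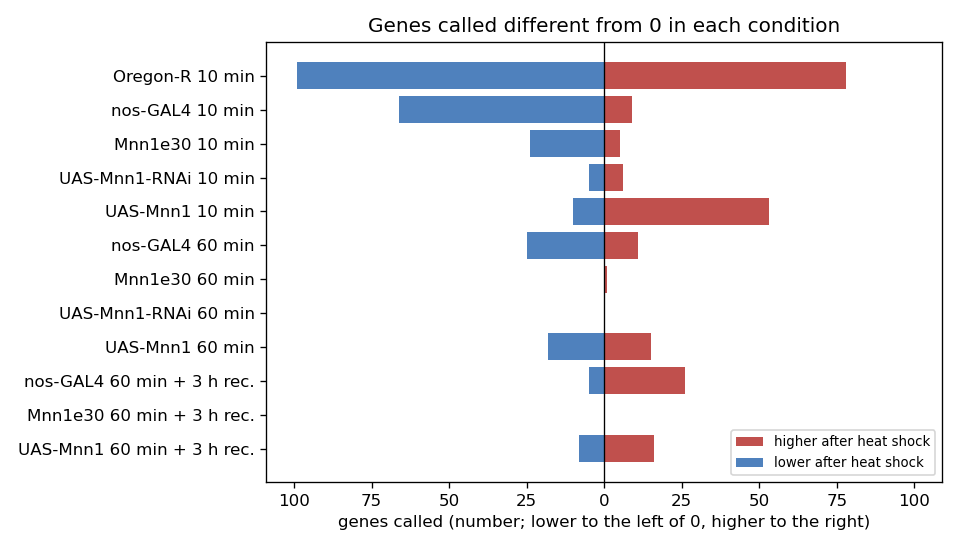
Number of genes called by limma (horizontal axis) in each of the 12 conditions (vertical axis), with higher and lower genes as separate bars. Oregon-R at 10 min has 78 higher and 99 lower genes, and UAS-Mnn1-RNAi at 60 min has 0.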

In the first stage of this analysis, we identified more than 1000 genes with a significant difference in expression in response to heat shock or heat shock followed by recovery in at least one of the fly lines. Hierarchical clustering of the fold changes in the differentially expressed genes is shown in Fig. 6A (see also Supporting Information Dataset S1). A short (10 min) heat shock treatment at 37°C yielded overall patterns of gene expression that were similar in embryos of the different fly lines, with more genes being induced than repressed (lanes 1–4). 

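In nos-GAL4 embryos at 10 min, Pep (CG6143), which codes for a zinc finger protein bound to active puffs, fell by 2.82 on the log2 scale (standard error 0.56, n = 3 arrays, limma adjusted p = 0.019). The gene pAbp (CG5119), the poly(A) binding protein, fell by 2.65 (standard error 0.59, adjusted p = 0.036), and the satellite DNA binding protein gene D1 (CG9745) fell by 2.62 (standard error 0.60, adjusted p = 0.045). CG6770 was higher by 2.70 in nos-GAL4 (standard error 0.53, adjusted p = 0.019) and by 3.99 ± 1.36 in Oregon-R (SD, n = 3, limma adjusted p = 0.00018). Oregon-R had 78 genes higher and 99 lower, nos-GAL4 9 and 66, Mnn1e30 5 and 24, and UAS-Mnn1-RNAi 6 and 5, together 255 genes, of which 87 were higher and 168 lower. UAS-Mnn1, outside these, had 53 genes higher and 10 lower. In the paper's Dataset S1, at 1.5-fold, Oregon-R has 668 higher and 152 lower, and nos-GAL4 336 and 109. Mnn1e30 has 356 and 106 there, and UAS-Mnn1-RNAi 255 and 123. One-class SAM gave 39 higher and 7 lower in Oregon-R, 0 and 14 in nos-GAL4, 0 and 4 in Mnn1e30 and 24 and 29 in UAS-Mnn1-RNAi. Across genes, which are not independent replicates, the mean ratios of the lines other than UAS-Mnn1 correlated pairwise with r from 0.50 to 0.69, the highest between Oregon-R and UAS-Mnn1-RNAi. The mean at 10 min of 110 early genes (maternal, early zygotic, replication and mitosis lists) minus that of 37 late genes was -1.15 ± 0.59 in Oregon-R, -0.86 ± 0.66 in nos-GAL4, -0.79 ± 0.53 in Mnn1e30 and -0.63 ± 0.19 in UAS-Mnn1-RNAi (SD, n = 3 each). Of these genes limma called 1 mitosis gene in Oregon-R and 1 early zygotic gene in Mnn1e30, both lower, and for the late genes the camera adjusted p was 9.7e-05, 0.0073, 0.0025 and 0.053 in these lines. With an estimated correlation no early or late list passed (adjusted p of at least 0.41). Compared with nos-GAL4, limma called 0 genes in Oregon-R (577 at an unadjusted p under 0.05), 0 in UAS-Mnn1-RNAi (463) and 1 in Mnn1e30 (354), Hsp70Ba. The split of the genes called, nos-GAL4 10 min, depended on the processing: 51 were higher and 24 lower without background correction, where the calls of Pep and D1 ended, and 49 higher and 27 lower with spots at 0 left out, chosen after seeing the data. Without replicate 1 nos-GAL4 had 22 calls, and without replicate 2 it had 3.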

The majority of genes differentially expressed at the 10 min time point showed modest levels of regulation of 1.5 to 2-fold. 

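Among genes called at 10 min, changes larger than 2-fold were the more frequent. In nos-GAL4, upd3 (CG5963), a cytokine gene of the JAK/STAT pathway, fell by 1.05 on the log2 scale (standard error 0.21, n = 3 arrays, limma adjusted p = 0.019), the neuropeptide precursor gene Nplp2 (CG11051) rose by 2.08 (standard error 0.45, adjusted p = 0.030), and the ubiquitin conjugating enzyme gene vih (CG10682) fell by 2.27 (standard error 0.49, adjusted p = 0.030). Changes between 1.5-fold and 2-fold made up 22.0% of the calls in Oregon-R, 18.7% in nos-GAL4, 10.3% in Mnn1e30, 9.09% in UAS-Mnn1-RNAi and 22.2% in UAS-Mnn1. With the methods' limits on fold and on the coefficient of variance alone, and no test, these shares were 49.2, 49.1, 58.8, 64.7 and 55.6% of 928, 483, 345, 436 and 746 genes. A called share leans to large changes, since with 3 arrays small ones pass the test less often. In simulated data for nos-GAL4 at 60 min, 79.4% of changes of 1 on the log2 scale and 98.8% of changes of 3 were recovered. False calls were 28.8 per run beside 200 changed genes, a larger share than the 0.05 set for calls. Of the inducible Hsp genes above 3 in the real arrays, Hsp70Ab, Hsp70Ba and Hsp68 were not called, and Hsp23, Hsp26 and Hsp70Bbb were. The simulated spread thus need not be that of these arrays, and the recovered shares may be too high. No simulation was made like the 10 min arrays alone.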

The exception was the menin over-expressing line (*UAS*-*Mnn1*), which displayed a pattern of gene expression resembling that of control embryos subjected to a longer 1 hr heat shock treatment (Fig. 6A, lanes 5 and 6).

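Compared with nos-GAL4 at 10 min, the response of the heterochromatin protein HP1a gene (CG8409) in UAS-Mnn1 at 10 min was higher by 4.86 on the log2 scale (standard error 0.80, n = 3 against 3, limma adjusted p = 0.0020), and the histone variant gene His2Av (CG5499) by 4.62 (standard error 0.94, adjusted p = 0.0094). The chromosomal passenger gene borr (CG4454) was higher by 4.17 (standard error 0.73, adjusted p = 0.0035), and the mitotic phosphatase gene stg (CG1395) by 2.98 (standard error 0.62, adjusted p = 0.012). The energy metabolism genes Ald1 (CG6058, an aldolase) and SdhD (CG10219, succinate dehydrogenase) were lower, by -4.04 and -3.26 (adjusted p = 0.0029 and 0.0089). Of 90 ribosomal protein genes, 7 were higher and none lower (11 higher and 2 lower when adjusted over the list alone; camera adjusted p = 4.2e-05, adjusted p = 0.61 with an estimated correlation). Of the 7, RpL11 (CG7726), UAS-Mnn1 10 min minus nos-GAL4 10 min, was -0.32 without background correction, -0.35 with plain subtraction, -0.58 in the authors' value table and -0.25 with spots at 0 left out, chosen after seeing the data. On each nos-GAL4 array at 10 min more than 50% of the Alexa555 spots read 0, and on UAS-Mnn1 replicate 2 73.5% of the Alexa647 spots did. Without such arrays no nos-GAL4 array of 10 min is left, so the differences between these lines could not be checked that way. Of 30 mitosis genes, 2 were higher and none lower (10 and none when adjusted over the list alone; camera adjusted p = 2.5e-06, adjusted p = 0.64 with an estimated correlation). In all, 213 genes were higher and 17 lower than in nos-GAL4 at 10 min. Across genes, which are not independent replicates, the UAS-Mnn1 mean at 10 min correlated with nos-GAL4 at 60 min (r = 0.60, Spearman's rho 0.48, and r = 0.59 without the chaperone lists), and single arrays gave r from 0.07 to 0.71. The correlation of UAS-Mnn1 10 min with nos-GAL4 60 min was 0.25 in the authors' value table and 0.22 with the lines of the source names. Within the paper's Dataset S1, over the genes it selected as changed, it was 0.82. Mnn1e30 and UAS-Mnn1 at 60 min gave r of 0.60 and 0.58 (Spearman's rho 0.56 and 0.54), so the likeness was not particular to nos-GAL4. With nos-GAL4 at 10 min r was -0.44. The mean of early minus late embryo genes was 1.05 ± 0.72 in UAS-Mnn1 at 10 min and 1.47 ± 0.75 in nos-GAL4 at 60 min (SD, n = 3). No scan held both UAS-Mnn1 and nos-GAL4 arrays of 10 min. Of the genes called, UAS-Mnn1 10 min minus nos-GAL4 10 min gave 275 higher and 300 lower without background correction, 609 in all without nos-GAL4 replicate 3, 42 without nos-GAL4 replicate 2, 124 and 143 without UAS-Mnn1 replicate 2 and 3, and 79, 5 and 21 without replicate 1, 2 or 3 of every condition.

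**Figure D2:**
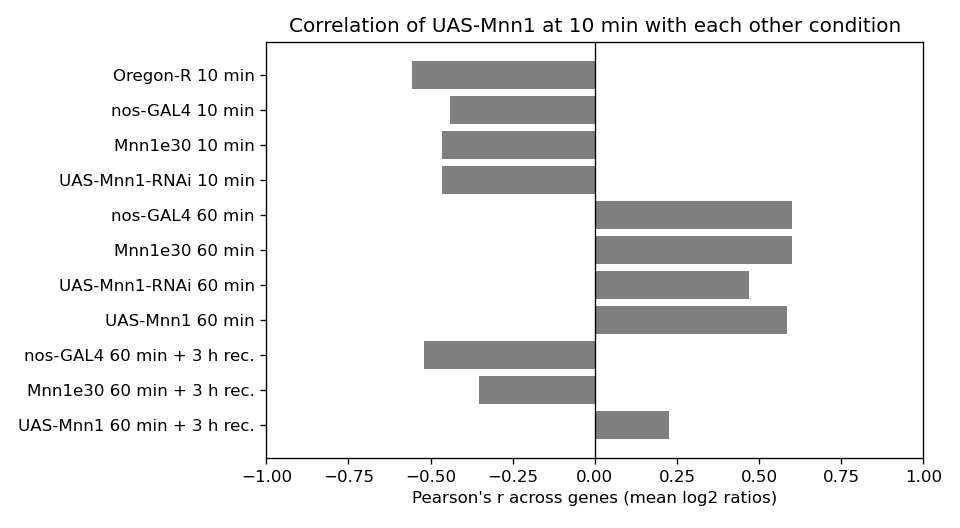
Pearson correlation across genes (horizontal axis) of the mean log2 ratios of UAS-Mnn1 at 10 min with each other condition (vertical axis). The bars run from -0.56 for Oregon-R at 10 min to 0.60 for both Mnn1e30 and nos-GAL4 at 60 min.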

**Figure 6:**
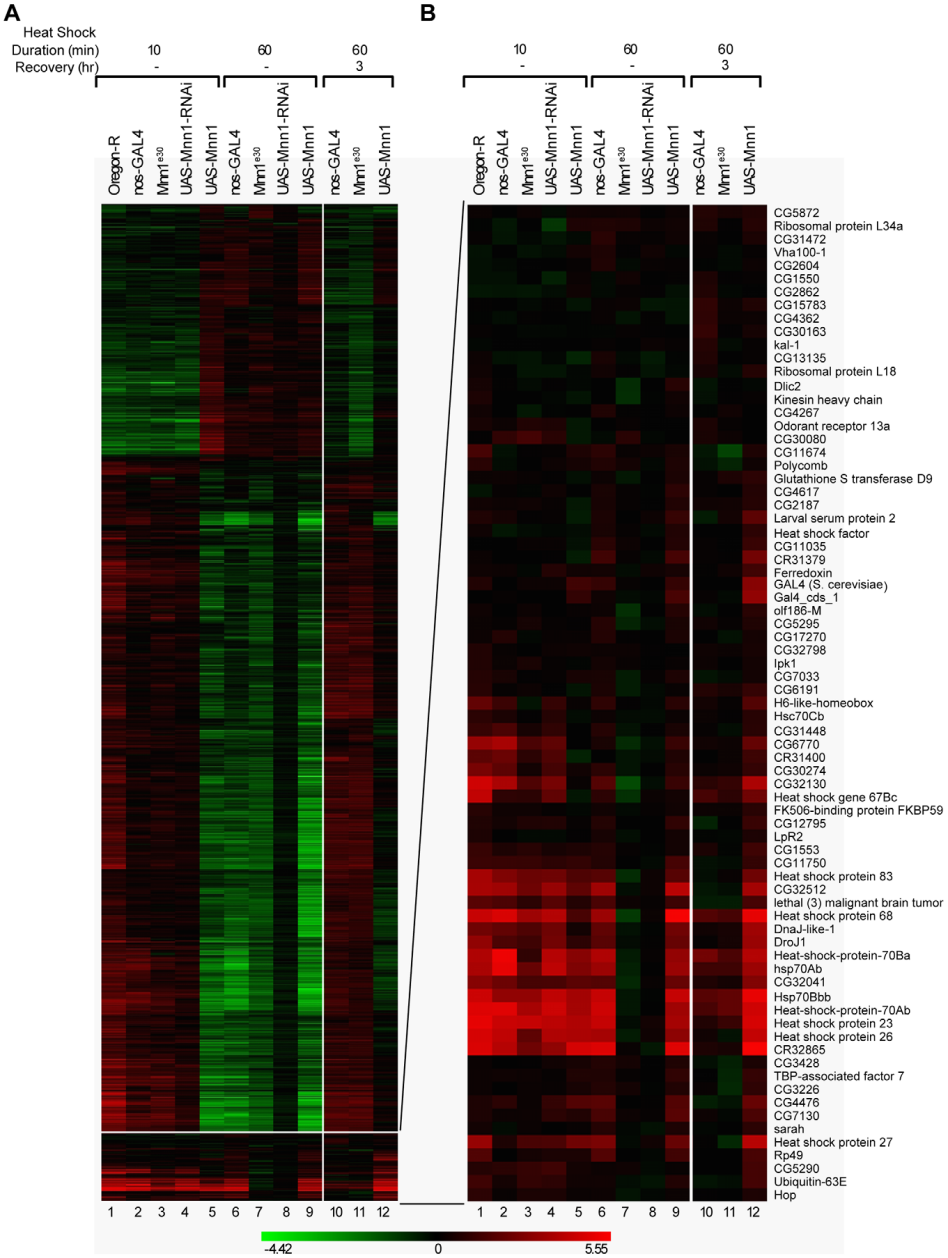
Menin is a global regulator of the heat shock response. **A**) Stage 6 to 10 embryos (3 to 5 hrs AEL) were subjected to either a 10 or 60 min heat shock treatment at 37°C or a 60 min heat shock plus 3 hr recovery at 25°C and RNA was isolated and analyzed using microarrays. Hierarchical clustering of differentially expressed genes is shown. A subcluster containing the heat shock genes is located at the bottom of the figure. The magnitude of differential expression for both the up-regulated (in red) and down-regulated (in green) genes is reflected by the intensity of color with the scale (in fold-change) shown below the figure. **B**) Enlargement of the subcluster containing the heat shock genes. Embryos deficient in menin protein (*Mnn1^e30^* and *UAS*-*Mnn1*-*RNAi*, lanes 7 and 8, respectively) are impaired in their transcriptional response to heat shock during prolonged treatments (60 min) but have normal patterns of heat shock gene expression at the 10 min time point (lanes 3 and 4). Embryos over-expressing menin (*UAS*-*Mnn1*, lane 12) are impaired in their ability to down-regulate the heat shock response during a 3 hr recovery at the normal temperature following a 60 min heat shock.

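After 10 min in wild type Oregon-R embryos, Hsp23 (CG4463) and Hsp26 (CG4183), which code for small heat shock proteins, rose by 4.49 ± 1.02 and 4.16 ± 0.23 on the log2 scale (SD, n = 3 arrays, limma adjusted p = 0.00094 and 0.00029). Hsp83 (CG1242), the HSP90 gene, rose by 3.20 ± 0.21 (adjusted p = 0.0060), and the Hsp70 copies Hsp70Bbb (CG5834) and Hsp70Ba (CG31449) by 4.13 ± 1.14 and 4.13 ± 2.07 (adjusted p = 0.0024 and 0.020). CG32041, at the locus of Hsp67Bb and Hsp22, rose by 1.89 ± 0.32 (adjusted p = 0.0024). Of 11 inducible Hsp genes measured, 8 were higher, none lower and 3 not called (10 higher when adjusted over the list alone), with a mean over the list of 3.05 ± 0.57 and a camera adjusted p of 9.3e-25, which holds with an estimated correlation (adjusted p = 1.6e-05). Of 17 genes of the co-chaperone list, which also holds Hsf and Ubi-p63E, 2 were higher and none lower (6 when adjusted over the list alone; adjusted p = 0.0078 with an estimated correlation), among them stv (CG32130), the BAG family co-chaperone, by 3.67 ± 0.97 (adjusted p = 0.0018). Hsp70 copies are nearly identical, so their probes may share signal, and Hsp67Ba, Hsp67Bc and Hsp68 were above background in the non shocked RNA of 2 of the 3 arrays.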

Genes showing important fold-changes in induction include those encoding the major heat shock proteins. This group of genes is located in a single cluster shown in the lower part of Fig.6A and enlarged in Fig. 6B. 

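In nos-GAL4 control embryos after 60 min, Hsp23 rose by 4.26 ± 0.57 on the log2 scale, Hsp26 by 3.64 ± 1.02 and Hsp70Bbb by 3.71 ± 1.34 (SD, n = 3 arrays, limma adjusted p = 0.0072, 0.0072 and 0.022). CG32041 rose by 1.64 ± 0.26 (adjusted p = 0.028). The other Hsp70 copies did not pass the test over all genes, with 4.50 ± 0.71 for Hsp70Ab (CG18743) and 3.85 ± 1.70 for Hsp70Ba (adjusted p = 0.058 each), nor did Hsp68 (CG5436), a relative of Hsp70, at 3.22 ± 1.92 (adjusted p = 0.15). Of the 11 inducible Hsp genes, 4 were higher, none lower and 7 not called, and 9 were higher when adjusted over the list alone. Their mean was 2.69 ± 0.33 and the camera adjusted p was 2.0e-13 (adjusted p = 0.0013 with an estimated correlation). Of the co-chaperones, CG7130 rose by 1.14 (standard error 0.21, adjusted p = 0.014) and 16 were not called (camera adjusted p = 0.00046, adjusted p = 0.22 with an estimated correlation). The probe DroJ1, a name of the co-chaperone gene DnaJ-1 but in no list, rose by 1.74 (standard error 0.38, adjusted p = 0.049). Hsp27 (CG4466), at 2.28 ± 0.52, was above background in the non shocked RNA of 2 of the 3 arrays.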

A profound disruption in the expression of these genes was observed at the 60 min time point in the absence of menin, either as a result of gene deletion (*Mnn1^e30^*) or expression of a dsRNA (*UAS-Mnn1*-*RNAi*). In these conditions, none of these heat shock responsive genes were expressed after a 1 hr heat stress at 37°C, indicating that menin acted as a global regulator of heat shock protein genes (Fig. 6B, lanes 6–8). However, the induction of *Hsp* genes was normal after a 10 min heat shock treatment (Fig. 6B, lanes 1–4), suggesting that menin was not required for the initiation of the stress response but was critical for sustaining the expression of heat shock protein genes.

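In Mnn1e30 embryos after 60 min the small heat shock genes had mean log2 ratios of -0.07 ± 0.93 for Hsp23 and -0.35 ± 0.66 for Hsp26, and the Hsp70 copies -0.39 ± 1.11 for Hsp70Bbb, -0.35 ± 1.45 for Hsp70Ab and -0.39 ± 1.28 for Hsp70Ba (SD, n = 3 arrays). In UAS-Mnn1-RNAi embryos these were 0.36 ± 0.93, 0.29 ± 0.70, -0.10 ± 0.29, 0.06 ± 0.29 and 0.14 ± 0.23. Of the 11 inducible Hsp genes limma called 0 in either line, over all genes or when adjusted over the list alone, and the list means were -0.39 ± 0.56 and 0.13 ± 0.25. Ratios of all genes were also flat in UAS-Mnn1-RNAi. The SD of the mean ratios over genes was 0.17, against 0.40 in Mnn1e30 and 0.46 in nos-GAL4. In these lines 39, 931 and 969 genes were past 1.5-fold at an unadjusted limma p under 0.05. Mnn1e30 replicate 1 alone had an SD over genes of 0.13. On these flat arrays the missing rise was not particular to the Hsp genes. Against nos-GAL4 at 60 min, 9 of the 11 were lower in Mnn1e30 and 6 in UAS-Mnn1-RNAi when adjusted over the list alone, and none over all genes. There the smallest adjusted p, of Hsp26, was 0.25 in Mnn1e30. Over the list alone Hsp26 was lower by -3.99 (standard error 0.83, adjusted p = 0.00060) and Hsp23 by -4.33 (standard error 1.01, adjusted p = 0.00080) in Mnn1e30, and by -3.35 and -3.90 in UAS-Mnn1-RNAi (adjusted p = 0.0032 each). The list mean was lower by -3.08 in Mnn1e30 and by -2.56 in UAS-Mnn1-RNAi, with camera adjusted p of 5.1e-18 and 4.6e-12 that hold with an estimated correlation (adjusted p = 0.00021 and 0.0025). Every array of both lines lay below every nos-GAL4 array (exact permutation test, two-sided, p = 0.10, the smallest that 3 arrays against 3 allow). Over the whole array, limma called 0 genes in Mnn1e30 against nos-GAL4 (666 at an unadjusted p under 0.05, 102 by the methods' t-test unadjusted) and 0 in UAS-Mnn1-RNAi (811 and 377), and the genes called, Mnn1e30 60 min minus nos-GAL4 60 min, were 34 without Mnn1e30 replicate 1 and at most 4 without any other replicate. Within the scan that held both lines, with 1 array of each, the Mnn1e30 list mean was lower by -2.67. It was lower by -3.54 with the scan as a block, which also draws on recovery arrays, among them Mnn1e30 recovery replicate 1. No scan held both UAS-Mnn1-RNAi and nos-GAL4 at 60 min, and with the lines of the source names that difference was -0.75 and did not pass camera's test. From the missing induction in both menin deficient lines, the paper concludes that menin acted as a global regulator of the heat shock protein genes.

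**Figure D3:**
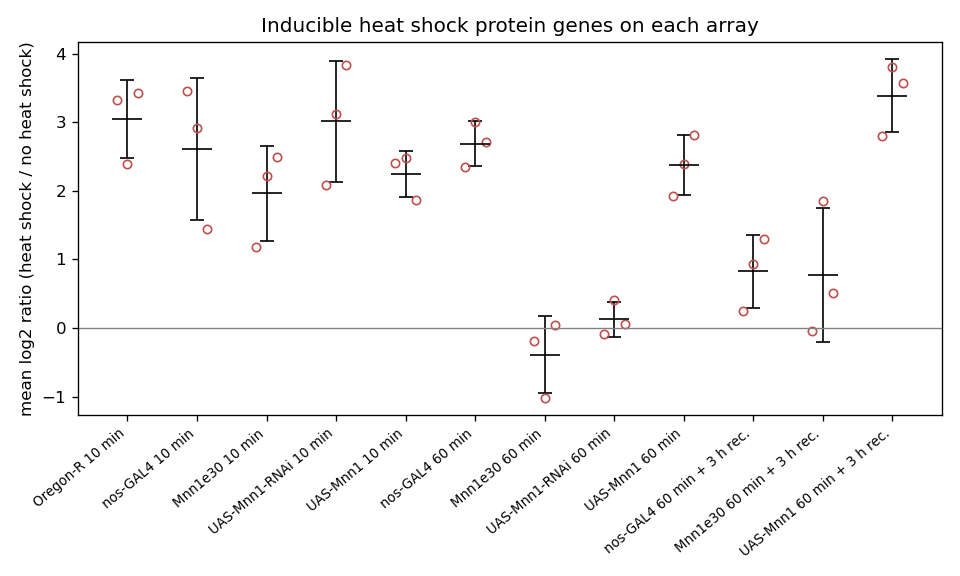
Mean log2 ratio of the 11 inducible Hsp genes on each array (points, vertical axis) by condition (horizontal axis), with the mean and SD of 3 arrays. The Mnn1e30 and UAS-Mnn1-RNAi arrays at 60 min lie between -1.02 and 0.41, and those of nos-GAL4 at 60 min between 2.34 and 3.00.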

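At 10 min, Hsp23 rose by 4.11 ± 0.91 on the log2 scale in Mnn1e30 and by 4.13 ± 1.48 in UAS-Mnn1-RNAi (SD, n = 3 arrays, limma adjusted p = 0.016 and 0.0096). Hsp26 rose by 4.90 ± 1.43 in nos-GAL4 and by 3.59 ± 0.71 in UAS-Mnn1-RNAi (adjusted p = 5.1e-05 and 0.0061) and was 1.77 ± 1.01 in Mnn1e30 (adjusted p = 0.41). Hsp70Ba rose by 8.55 ± 2.06 in nos-GAL4 (adjusted p = 8.3e-06) and was 1.09 ± 1.86 in Mnn1e30 (adjusted p = 1.0). Hsp70Bbb rose by 4.88 ± 0.90 in UAS-Mnn1-RNAi (adjusted p = 0.0041) and was 2.89 ± 0.39 in nos-GAL4 (adjusted p = 0.055). Of the 11 inducible Hsp genes, 3 were higher in nos-GAL4, 1 in Mnn1e30 and 3 in UAS-Mnn1-RNAi, none was lower, and 6, 7 and 10 were higher when adjusted over the list alone. The list means were 2.61 ± 1.04, 1.96 ± 0.70 and 3.02 ± 0.88 (camera adjusted p = 2.6e-20, 6.9e-24 and 2.2e-35, which hold with an estimated correlation). Against nos-GAL4, the list mean differed by -0.64 in Mnn1e30 (exact permutation test, two-sided, p = 0.40; camera adjusted p = 0.34) and by 0.41 in UAS-Mnn1-RNAi (p = 0.60 by the same exact test). The median of the differences of Mnn1e30 from nos-GAL4 over the list was 0.13, of opposite sign to the mean difference. Of single genes, Hsp70Ba was lower in Mnn1e30 than in nos-GAL4 by -7.46 (standard error 1.28, adjusted p = 0.050, and 4.0e-05 adjusted over the list alone). When adjusted over the list alone, it was lower than in nos-GAL4 in every other line too, by -4.42 in Oregon-R, -4.73 in UAS-Mnn1-RNAi and -4.13 in UAS-Mnn1 (adjusted p = 0.010, 0.011 and 0.037), and its mean log2 signal in non shocked RNA was 6.76 in nos-GAL4 and from 9.03 to 10.9 in the other lines. In Mnn1e30, Hsp26 was lower by -3.13 and Hsp27 higher by 2.39 over the list alone (adjusted p = 0.0046 and 0.039). From 10 to 60 min, the list mean fell by 2.35 in Mnn1e30 and by 2.89 in UAS-Mnn1-RNAi (camera adjusted p = 0.025 and 0.00014 with an estimated correlation) and differed by 0.08 in nos-GAL4. More than 50% of the non shocked spots read 0 on every nos-GAL4 array at 10 min, and Hsp67Bc (CG4190) was not above background in their non shocked RNA. Its log2 ratio there, 0.43 (standard error 0.63), gives no measured fold. The Mnn1e30 difference ran from -1.49 to 0.35 over 26 alternatives, of which 12 passed camera's test and 2 turned its sign. Within the scan that held both lines, the difference from nos-GAL4 was -0.98 in Mnn1e30 and -0.07 in UAS-Mnn1-RNAi.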

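In UAS-Mnn1 embryos after 60 min, Hsp23 rose by 3.85 ± 0.48 on the log2 scale, Hsp26 by 3.03 ± 1.01 and Hsp70Bbb by 3.76 ± 1.64 (SD, n = 3 arrays, limma adjusted p = 0.016, 0.021 and 0.018). Hsp83, at 2.02 ± 0.44, Hsp70Ab, at 3.26 ± 1.22, and Hsp70Ba, at 3.35 ± 1.12, did not pass the test over all genes (adjusted p = 0.074, 0.084 and 0.065). Of the 11 inducible Hsp genes, 3 were higher, none lower and 8 not called, and 9 were higher when adjusted over the list alone. Their mean was 2.38 ± 0.44 (camera adjusted p = 4.3e-09, adjusted p = 0.014 with an estimated correlation). The difference of this mean from nos-GAL4 at 60 min was -0.31 (exact permutation test, two-sided, p = 0.50; camera adjusted p = 0.73), and within the scan that held both lines it was 0.10. Over all genes limma called 0 differences between these lines (345 at an unadjusted p under 0.05), where the means correlated with r = 0.85 across genes, which are not independent replicates. Outside the chaperone genes, UAS-Mnn1 replicate 1, with many Alexa555 spots at 0, correlated with the nos-GAL4 mean at r = -0.018 and replicates 2 and 3 at 0.817 and 0.815. Hsp70Bbb was above background in the non shocked RNA of 2 of the 3 UAS-Mnn1 arrays.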

Differences in the profile of embryos over-expressing menin were also observed but several stress-responsive genes were induced normally in response to a 1 hr heat shock treatment at 37°C (Fig. 6B, lanes 6 and 9). However, striking differences were observed in menin over-expressing embryos during recovery from heat shock. In control embryos, the stress-inducible genes were down-regulated following a 3 hr recovery period at the normal temperature. In contrast, embryos over-expressing menin continued to express a sub-set of the heat shock protein genes including several of the *Hsp70* genes (Fig. 6B, lanes 10 and 12). Therefore, forced expression of menin impaired the down-regulation of major heat shock responsive genes such as those encoding HSP70. 

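In nos-GAL4 embryos after 3 h of recovery, the inducible Hsp genes had mean log2 ratios of 0.72 ± 0.94 for Hsp23, 0.60 ± 1.86 for Hsp26, 1.76 ± 1.84 for Hsp70Bbb, 1.48 ± 1.45 for Hsp70Ab and -0.24 ± 0.53 for Hsp83 (SD, n = 3 arrays). Of the 11 genes limma called 0, over all genes or when adjusted over the list alone (for Hsp70Bbb, adjusted p = 0.29). Their mean was 0.83 ± 0.54 (camera adjusted p = 0.043, adjusted p = 0.62 with an estimated correlation). From 60 min of heat shock to recovery, 5 of the 11 were lower when adjusted over the list alone and none over all genes, and the list mean changed by -1.86 (camera adjusted p = 0.00032, adjusted p = 0.35 with an estimated correlation). Each recovery array lay below each array of 60 min (exact permutation test, two-sided, p = 0.10, the smallest that 3 against 3 allow). No scan held both sets of arrays, and replicate 1 of the recovery correlated across genes with the other 2 recovery arrays at r = -0.45 and -0.29.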

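In UAS-Mnn1 embryos after 3 h of recovery, Hsp23 was higher by 4.61 ± 0.72 on the log2 scale in heat shocked RNA, Hsp26 by 4.10 ± 1.13, Hsp70Bbb by 4.58 ± 0.51 and Hsp27 by 3.57 ± 1.04 (SD, n = 3 arrays, limma adjusted p = 0.0015, 0.00066, 0.0015 and 0.0051). Hsp27 was above background in the non shocked RNA of 2 of the 3 arrays. Hsp70Ab and Hsp68, at 4.48 ± 0.19 and 4.56 ± 0.42, did not pass the test over all genes (adjusted p = 0.076 and 0.057). Of the 11 inducible Hsp genes 5 were higher, none lower and 6 not called, and 10 were higher when adjusted over the list alone. The list mean was 3.39 ± 0.53 (camera adjusted p = 6.0e-31, adjusted p = 2.6e-06 with an estimated correlation). Genes of the co-chaperone list were raised with them, 5 of 17 over all genes and 10 when adjusted over the list alone (camera adjusted p = 4.7e-16, adjusted p = 0.00011 with an estimated correlation), including the HSP40 gene DnaJ-1 (CG10578) by 3.33 ± 0.87 and Hsf (CG5748), the heat shock transcription factor, by 0.82 ± 0.26 (adjusted p = 0.017 and 0.029). Against nos-GAL4 in recovery, 6 of the 11 Hsp genes were higher when adjusted over the list alone and none over all genes, among them Hsp26 by 3.50 (standard error 0.83, adjusted p = 0.0014) and Hsp70Bbb by 2.82 (standard error 1.01, adjusted p = 0.018), and Hsp70Ab differed by 3.00 (adjusted p = 0.076). The list mean was higher by 2.56 (camera adjusted p = 5.7e-10, adjusted p = 0.0074 with an estimated correlation), and each UAS-Mnn1 array lay above each nos-GAL4 array (exact permutation test, two-sided, p = 0.10, the smallest that 3 against 3 allow). Mnn1e30 in recovery had a list mean of 0.77 ± 0.98. Over the whole array limma called 0 genes between UAS-Mnn1 and nos-GAL4 in recovery (1583 at an unadjusted p under 0.05, 102 by the methods' t-test unadjusted), and the genes called, UAS-Mnn1 60 min + 3 h recovery minus nos-GAL4 60 min + 3 h recovery, were 52 without nos-GAL4 replicate 1 and 10 without UAS-Mnn1 replicate 2. No scan held both lines. The difference of the list mean with the scan as a block was 2.52. That fit holds 1 nos-GAL4 recovery array, replicate 3, linked to UAS-Mnn1 only through Mnn1e30 arrays. Among these is Mnn1e30 recovery replicate 1, which goes against its label, so scan days stay open. With the lines of the source names the difference was 0.86.

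**Figure D4:**
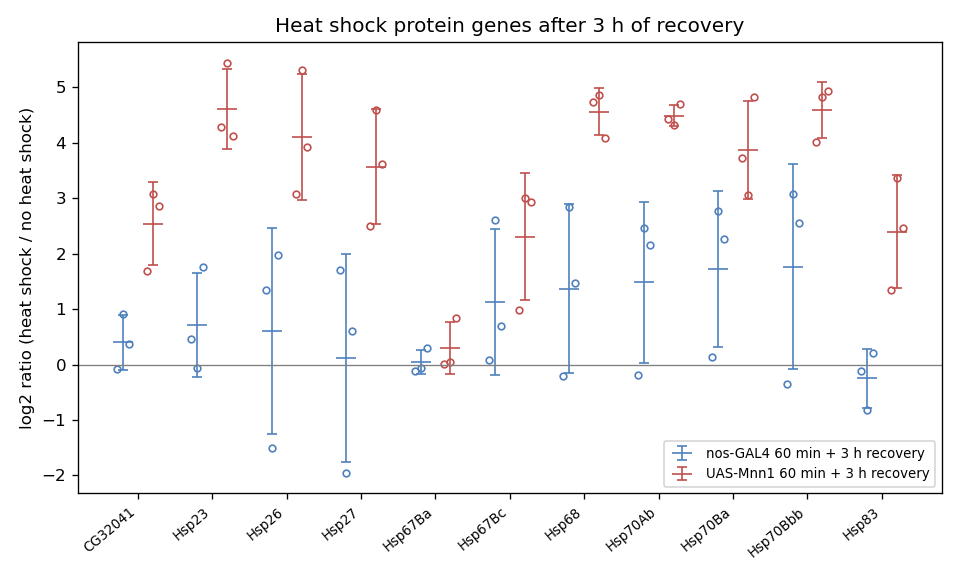
Mean log2 ratio (vertical axis) of each inducible Hsp gene (horizontal axis) after 3 h of recovery in nos-GAL4 and UAS-Mnn1 embryos, with the SD of 3 arrays. Hsp23 stands at 0.72 in nos-GAL4 and at 4.61 in UAS-Mnn1.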

At the mRNA level, the effects of menin mis-expression were mostly limited to the regulation of stress responsive genes during heat shock and subsequently during recovery. In our conditions of heat shock (1 hr at 37°C), genes encoding known regulators of apoptosis, DNA repair or replication were not identified by gene profiling (Supporting Information Dataset S1). Thus, menin functioned as a global regulator of gene expression promoting sustained activation of heat shock responsive genes, a function required for the maintenance of genome integrity.

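After 60 min at 37°C, limma called none of 22 apoptosis, 43 DNA repair or 40 DNA replication genes in nos-GAL4, Mnn1e30, UAS-Mnn1-RNAi or UAS-Mnn1 embryos. The checkpoint kinase gene lok (CG10895) had a log2 ratio of 0.66 ± 0.45 in nos-GAL4 and 0.50 ± 0.61 in Mnn1e30, and p53 (CG33336), its target in the damage response, 0.18 ± 0.18 and 0.01 ± 0.05 (SD, n = 3 arrays; limma adjusted p from 0.44 to 0.98). When adjusted over the list alone, 2 apoptosis genes were lower in nos-GAL4, 1 repair gene was higher in Mnn1e30, and replication genes were higher in Mnn1e30 (11 of 40) and in UAS-Mnn1 (6). The median of the replication genes was 0.36 in nos-GAL4, 0.66 in Mnn1e30, 0.60 in UAS-Mnn1 and 0.10 in UAS-Mnn1-RNAi, with camera adjusted p of 1.5e-05, 5.2e-16, 8.6e-10 and 0.77, and adjusted p = 0.36, 0.20, 0.31 and 0.99 with an estimated correlation. For the repair genes the medians were 0.22, 0.29, 0.43 and 0.03, and for the apoptosis genes -0.06, -0.05, -0.07 and -0.04. Medians over 37 genes of the late embryo were -0.67 in nos-GAL4 and -0.71 in Mnn1e30, with 11 and 0 members lower when adjusted over the list alone (camera adjusted p = 1.3e-06 and 5.2e-06, adjusted p = 0.36 each with an estimated correlation). The paper's Dataset S1 holds 1 of these apoptosis genes, 3 of the repair genes and 6 of the replication genes.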

## Discussion

### Menin promotes genome stability in conditions of heat shock and hypoxia

In this study, we demonstrate that short, repeated but non-lethal conditions of heat shock or hypoxia increased genomic instability in *Mnn1* loss-of-function mutants. Unlike ionizing radiation or DNA crosslinking agents, heat shock is generally regarded as non-genotoxic. Nevertheless, the moderate conditions of heat shock or hypoxia used in these experiments resulted in levels of *mwh* LOH approaching those observed in p53 null flies subjected to ionizing radiation [27]. *Mnn1* deletion mutants are hypersensitive to ionizing radiation and DNA crosslinking agents such as nitrogen mustard and cisplatinum [12], [21]. Using a different test of LOH, the formation of tumors upon somatic loss of both alleles of the *lats* tumor suppressor gene, these authors observed similar increases in mutation frequencies (2–7 fold) when *Mnn1* loss-of-function mutants were subjected to gamma irradiation or treated with nitrogen mustard [12], [21]. These results highlight the importance of inducing an adequate stress response in the control of genome stability. They also suggest that a wide variety of conditions and factors, capable of inducing heat shock gene expression and the stress response, may affect genome stability, a conclusion with broad implications for our understanding of processes leading to oncogenesis. The increased lethality observed in p53 null embryos subjected to heat shock has not been reported before. This observation supports the notion that gene functions required for the maintenance of genome stability are also important for the response to stresses previously regarded as non-genotoxic (our unpublished observations).

Crosslinking agents generate small DNA lesions such as single base pair deletions. Consistent with the hypersensitivity displayed by *Mnn1* deletion mutants, the DNA lesions observed after treatment of *Mnn1* null mutants with nitrogen mustard or cisplatinum are small and consist primarily of single base pair deletions [12]. Whether or not the same type of DNA lesions are generated in response to non-genotoxic stresses, such as heat shock, is presently unknown. Characterization of these lesions would shed some light on the mechanism of action of menin. While similar DNA lesions may be observed in *Mnn1* loss-of-function mutants, it is also possible that several protein complexes controlling different biological processes are impaired in the absence of menin and proper expression of heat shock proteins. This question can be addressed with an adequate reporter assay, as described by others [12].

The expression of a dominant negative mutant of *Chk2(mnk)* suppressed partially the lethality observed in embryos over-expressing or lacking menin in response to heat stress (Fig. 5). In previous studies, we reported that menin mis-expression decreased the number of mitotic cells in heat shock treated embryos and resulted in a high proportion of cells arrested at metaphase during recovery [16]. These observations may be indicative of the activation of a chromosome or spindle checkpoint resulting from the effects of stress in *Mnn1* null embryos. Whether or not this phenotype reflects the accumulation of DNA damage and activation of *Chk2(mnk)* remains to be investigated. Independently of the mechanism(s) of action of menin, collectively, the results of our studies highlight the importance of the stress response in the maintenance of genome stability in *Drosophila*, a process dependent on the action of menin.

### Role of *Hsp70* in genome stability

Flies lacking all *Hsp70* genes were thermotolerant at 37°C but displayed a higher incidence of *mwh* loss-of-heterozygosity (Fig. 2B). Therefore, proper expression of *Hsp70* is important for genome stability in *Drosophila*. Interestingly, mice with a targeted deletion of *Hsp70.1* and *Hsp70.3*, the only genes encoding heat shock inducible forms of HSP70 in the mouse, are characterized by a high incidence of chromosomal abnormalities that is enhanced by heat stress [29]. Mouse embryo fibroblasts (MEF) from *Hsp70.1/Hsp70.3*-deficient animals display increased levels of chromosome end-to-end fusions and reduced viability in response to ionizing radiation (IR). *Hsp70.1/Hsp70.3* deficient MEF also have a higher rate of spontaneous transformation *in vitro*, indicating that proper expression of HSP70 is important for genome stability in flies and mammals.

While menin is a key regulator of *Hsp70* expression (Fig. 2A), *Hsp70* was apparently not the critical target of menin for the maintenance of genome integrity (Fig. 3). Indeed, the incidence of *mwh* LOH was enhanced when loss-of-function mutants of *Mnn1* were studied in the absence of functional *Hsp70* genes, suggesting that menin functions independently of *Hsp70* in our experimental conditions. This is perhaps not surprising considering that our repeated conditions of heat shock were limited to 20 min and that HSP70 expression was normal for the first 15 min of these treatments in *Mnn1* lack-of-function mutants (Fig. 2A). These results suggest that other or the combined action of multiple heat-shock responsive genes, controlled by menin, are required for the maintenance of genome stability in *Drosophila*. To address this possibility, we performed a series of gene profiling analyses to characterize the role of menin in the heat shock response. The results of these analyses (described below) indicated that menin functions as global regulator of heat shock gene expression. A more comprehensive study of heat shock responsive genes will be required to identify genes that play a more direct role in the control of genome stability in response to conditions such as heat shock.

Sustained and aberrant expression of *Hsp70* accounted in part for the lethality caused by menin over-expression and stress. This lethality was reduced significantly in *Drosophila* strains over-expressing *Mnn1* but lacking all copies of the *Hsp70* gene (Fig. 4). Since the absence of HSP70 decreases the capacity of the organism to cope with unfolded proteins, it is unlikely that the lethality observed in these experiments was simply due to a non-specific induction of the unfolded protein response caused by menin over-expression. A more likely interpretation is provided by the results of other investigators who reported that aberrant expression of *Hsp70* reduced growth and survival of *Drosophila* to adulthood [24], [25]. These results underscore the importance of a precise control of the stress response for survival of the organism.

### Menin is a global regulator of the heat shock response

We reported earlier that the expression of *Hsp70* and *Hsp23* is disrupted in loss-of-function mutants of the *Mnn1* gene [16]. In this study, we show that all heat shock protein genes are dependent on menin for proper expression in response to a 1 hr heat stress treatment (Fig. 6B). Therefore, menin functions as a global regulator of the heat shock response. However, we also note that over 1,000 genes were regulated by heat shock and expressed at similar levels in all fly lines analyzed in this study, suggesting that their regulation was largely menin-independent (Fig. 6A). This group of genes showed more modest changes in gene induction or repression (circa 1.5 to 2-fold difference) and may therefore be regulated by different mechanisms.

A role for menin in the activity of the Trithorax/MLL (Mixed Lineage Leukemia) family of histone methyltransferases is well established in mammals, suggesting a possible mechanism of action for menin in the control of heat shock gene expression in *Drosophila* [7], [8], [9]. As part of the TAC1 chromatin remodeling complex, Trithorax (Trx), the homolog of MLL1 in *Drosophila*, is required for proper expression of *Hsp70* in response to heat shock [30]. Menin and Trx co-immunoprecipitate in protein lysates of *Drosophila* S2 cells, suggesting that they are components of a protein complex conserved during evolution (our unpublished results). Whether or not the lack-of-function phenotype of *Mnn1* mutants can be accounted for by the disruption of the activity of Trx and TAC1 complex remains to be investigated.

Using a *Drosophila* line harboring a fusion of the *Hsp70* promoter and *LacZ* gene, we showed previously that menin regulates the activity of the *Hsp70* promoter [16]. In response to heat shock, *Drosophila* lines over-expressing menin (*UAS-Mnn1*) displayed increased β-galactosidase levels, which remained abnormally high upon return to the normal temperature. In contrast, the inhibition of menin expression by dsRNA (*UAS-Mnn1-RNAi*) reduced markedly the expression of the *Hsp70-LacZ* fusion gene, suggesting that menin is a direct regulator of the *Hsp70* promoter. However, one of the key observations of this study is that proper initiation of the heat shock response was independent of menin since a normal profile of heat shock gene expression was observed in *Mnn1* loss-of-function mutants subjected to a 10 min heat stress (Fig. 6). Forced expression of menin did not interfere with the induction of most heat shock responsive genes but impaired markedly the down-regulation of a subset of these genes during recovery at the normal temperature (Fig. 6B). Therefore, menin was dispensable for the initiation of the heat shock response but was required to sustain the expression of heat shock protein genes. The rapid repression of stress-responsive genes during recovery implies that the action of menin must be tightly controlled to prevent the unnecessary accumulation of heat shock proteins in the absence of stress.

The abrupt disappearance of *Hsp* transcripts and proteins in *Mnn1* loss-of-function mutants suggests that menin controls several aspects of the expression of heat shock mRNAs and proteins (Fig. 2A and 6B). Studies on the interaction of menin with signaling pathways controlling the expression of heat shock proteins are in progress.

In conclusion, we show that menin functions as a global regulator of the stress response promoting sustained expression of heat shock genes. This function is not only required for survival of the organism subjected to acute stress but is also critical for maintenance of genome integrity in conditions, such as heat shock, generally regarded as non-genotoxic. These results emphasize the importance of a precise control of the stress response and shed a new light on conditions promoting genome instability.

## Materials and Methods

### Fly stocks

Strains used in these studies were maintained on standard yeast-agar media in a 25°C incubator, and include Oregon-R, *tubulin (tub)-GAL4* (Bloomington No. 5138), *nanos* (*nos*)*-GAL4* (Bloomington No. 4442), *mwh^1^* (Bloomington No. 549), *Hsp70^-^* (also referred to as *Df(3R)Hsp70A*, *Df(3R)Hsp70B)* (Bloomington No. 8841), *Hsp70B^-^* (also referred to as *Df(3R)Hsp70B*) (Bloomington No. 8843), and *Hsf^4^* (Bloomington No. 5489). The mutant p53 line (*p53^1^*) and recombinant line *p53*, *mwh* were kindly provided by J. M. Abrams [27].

Transgenic lines *UAS-Mnn1* and *UAS-Mnn1-RNAi* were generated by P-element mediated transformation, as described before [16]. Deletion mutant strains *Mnn1^e30^* and *Mnn1^e173^* were generated by imprecise excision of a P-element and have been described previously [16]. In short, *Mnn1^e30^* harbors a deletion 2, 096-bp in size and *Mnn1^e173^* harbors a larger 4, 216-bp deletion. The transgenic fly strains *GUS-mnk^DN^* and *GUS-mnk* used in these experiments were kindly provided by M. Brodsky [31], [32].

### Loss-of-heterozygosity (LOH) assays

Flies heterozygous for a mutation in the *multiple wing hairs* (*mwh*) gene were used for all experiments on LOH [33], [34]. Standard genetic crosses were carried out to generate fly lines homozygous for either *Mnn1^e30^* or *Mnn1^e173^* in the heterozygous *mwh* background. Fly strains carrying one copy of *tub-GAL4* and heterozygous for *UAS-Mnn1* or *UAS-Mnn1-RNAi*, and/or *GUS-mnk^DN^* were also generated and compared to wild type (Oregon-R), and parental control lines heterozygous for *UAS-Mnn1*, *UAS-Mnn1-RNAi*, *GUS-mnk^DN^* or *tub-GAL4*. Five independent recombinant lines homozygous for *Hsp70^-^* and *mwh^1^* were generated and three strains homozygous for *Hsp70^-^* and heterozygous for *mwh^1^* were tested. Finally, nullizygous *Mnn1* strains (*Mnn1^e30^* or *Mnn1^e173^*), homozygous or heterozygous for *Hsp70^-^*, were also tested in LOH experiments.

For repeated, sub-lethal heat shock experiments, embryo progeny were collected in food vials and subjected to three 20 minutes heat shock pulses at 37°C in a water bath during embryogenesis (3 to 5 hr after egg laying [AEL]), first-instar larval stage (27 to 29 hr AEL), and second-instar larval stage (51 to 53 hr AEL). For hypoxia experiments, embryo progeny were dechorionated, placed into a sealed chamber, and subjected to hypoxia (10% O_2_) for a total of three 1 hour periods during embryogenesis (3 to 5 hr AEL), first-instar larval stage (27 to 29 hr AEL), and second-instar larval stage (51 to 53 hr AEL). In order to determine the effects of the short heat shock or low oxygen treatments on viability and LOH, progeny subjected to heat shock or hypoxia were allowed to recover until adulthood at 25°C. Lethality was calculated based on the expected number of mutant progeny relative to control siblings from the same cross. To assay LOH, wings were dissected, dehydrated in an ethanol series (50%, 70%, 80%, 90%, 100%) and mounted in 1∶1 methyl salicylate/permount (Fisher Scientific). All intervein wing hair cells were examined and cells with two or more hairs were scored as a *mwh^-^* phenotype. To eliminate any element of subjectivity when scoring the number of wing cells with multiple hairs, these counts were performed blind by two investigators. For each genotype and condition, thirty adult female wings were counted.

### Heat shock experiments

Stage 6 to 10 embryos (3 to 5 hr AEL) were collected in food vials, subjected to a 1 hour heat shock pulse at 37°C in a water bath, and allowed to recover until adulthood at 25°C in order to determine viability. Lethality calculation was based on the expected number of mutant progeny relative to the number of control siblings from the same cross. All embryos were heterozygous for the transposable elements indicated in Fig. 4. Three experimental crosses were carried out with a minimum of 100 progeny counted per cross. Western blotting analysis of HSP70 expression was carried out as previously described [16].

### Statistical analyses

One-way analysis of variance (ANOVA) and Student's unpaired *t*-test were used to determine the significance of differences between means. *P*<0.05 was considered statistically significant.

### RNA extraction, microarray experiments and data analysis

Total RNA was extracted from triplicate biological samples of each condition. RNA quality was evaluated using spectrophotometry and integrity was confirmed using gel electrophoresis of glyoxal-denatured samples. Samples were cleaned using MEGAclear kit (Ambion AM1908).

Total RNA samples were labeled using the ‘indirect’ method [35]. Superscript II reverse transcriptase (Invitrogen 18064014) was used to produce cDNA incorporated with aminoallyl-dUTP (Fermentas R0091). Reactive fluorescent dyes (Alexa647 or Alexa555; Invitrogen A32755) were conjugated to the individual samples. Two differently labeled samples, heat shocked and non heat shocked of the same genotype, were pooled and co-hybridized to the 14K long oligo array from the Canadian *Drosophila* Microarray Centre (www.flyarrays.com) according to previously described methods [36]. Images of the hybridized microarrays were obtained using a ScanArray 4000 scanner (Perkin-Elmer) and were quantified using QuantArray 3.0 software (Perkin-Elmer). Data were normalized using lowest sub-grid normalization [37] and Genetraffic Duo (Stratagene/Agilent) analysis software. Normalized data were exported and analyzed using the one-class test available in the Statistical Analysis of Microarrays (SAM) software package [38]. The false discovery rate of the one-class test was adjusted such that the expected number of false positive results was less than one. Gene lists generated in SAM were filtered to include only those genes that displayed at least a 1.5-fold change in abundance with respect to the non heat shock control sample, and whose coefficient of variance was less than 100%. Normalized log2 ratios were clustered using the Pearson algorithm [39] to reveal the relationship of the expression profiles across the varying conditions. The GEO accession number for the raw data of microarray analyses is GSE20497.

## Supporting Information

Table S1 A repeated heat shock or hypoxia regimen does not markedly increase organismal lethality. For heat shock experiments, progeny were subjected to a total of three 20 min heat shock treatments at 37°C during embryogenesis, first-instar and second-instar larval stages. For hypoxia experiments, progeny were subjected to hypoxia (10% O2) for a total of three 1 hr periods during embryogenesis, first-instar and second-instar larval stages. Progeny were allowed to recover until adulthood at 25°C to determine the effects of these treatments on viability. Lethality was calculated based on the expected number of mutant progeny relative to control siblings from the same cross. The heat shock or hypoxia regimen did not cause extensive lethality in any of the fly strains tested in these conditions. UAS-Mnn1 and UAS-Mnn1-RNAi are simply referred to as Mnn1 and Mnn1-RNAi, respectively.
(0.04 MB DOC)

Table S2 Hsp70- mutants survive heat shock at 37°C but not 39°C. The thermotolerance of 1-2 day old adult flies was tested using the protocol of Gong and Golic (23). Flies were pretreated with a 30 min heat shock at 35°C. This was followed immediately with a 40 min heat shock at either 39°C or 37°C. Following heat shock, flies were returned to 25°C to recover. The overnight survival was examined and the percent lethality is reported. Oregon-R flies survived heat shock at both temperatures; whereas Hsp70 null flies had a high lethality when exposed to heat shock at 39°C, as reported by Gong and Golic (23), but were able to tolerate the milder 37°C heat shock. For each genotype and condition, 75 flies were tested.
(0.03 MB DOC)

Dataset S1 Differentially Expressed Genes in Response to Heat Shock Treatments - Role of Mnn1 gene function. Expression values for samples and heat shock treatments described in Fig. 6 are provided. For each treatment and genotype, the ratio of the treated sample vs. the untreated sample for a given gene is shown as a fold change with down-regulated genes having a negative value.

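The values of the paper's Dataset S1 match log2 ratios rather than signed fold changes: of its 13200 values for 1100 genes, 9250 (70.1%) lie between -1 and 1, which a signed fold change cannot, and they run from -4.42 to 5.55. Hsp23, Hsp26 and the 8 other inducible Hsp genes it lists were measured here, as were 1096 of its genes in all. Across these genes, which are not independent replicates, the log2 ratios computed here from the scanner files correlated with its columns with r from 0.82 to 0.99. In the 11 conditions other than Mnn1e30 in recovery, the slopes of the ratios here on its values lay between 0.68 and 0.95. For Mnn1e30 in recovery r was 0.85 with the arrays as labelled and 0.996 with the ratios of replicate 1 turned in sign; that array alone gave r = -0.87 and the others 0.94 each. With the arrays grouped by sample title, the mean distance of the 12 conditions from its columns was 0.353, and 0.584 when grouped by the source names; the titles were closer in 12 of 12 conditions, and in 10 of 12 with the authors' value table.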

(0.58 MB XLS)

# Supplementary material for: Menin Links the Stress Response to Genome Stability in Drosophila melanogaster
**Source:** PLoS One. 2010 Nov 18;5(11):e14049. doi: 10.1371/journal.pone.0014049
**Supplement:** Table S1 — A repeated heat shock or hypoxia regimen does not markedly increase organismal lethality. For heat shock experiments, progeny were subjected to a total of three 20 min heat shock treatments at 37°C during embryogenesis, first-instar and second-instar larval stages. For hypoxia experiments, progeny were subjected to hypoxia (10% O2) for a total of three 1 hr periods during embryogenesis, first-instar and second-instar larval stages. Progeny were allowed to recover until adulthood at 25°C to determine the effects of these treatments on viability. Lethality was calculated based on the expected number of mutant progeny relative to control siblings from the same cross. The heat shock or hypoxia regimen did not cause extensive lethality in any of the fly strains tested in these conditions. UAS-Mnn1 and UAS-Mnn1-RNAi are simply referred to as Mnn1 and Mnn1-RNAi, respectively. (0.04 MB DOC)

**Supporting Information S1**

**Table S1. A repeated heat shock or hypoxia regimen does not markedly increase organismal lethality.**

|  | **% LETHALITY** | |
| --- | --- | --- |
| **GENOTYPES** | **HEAT SHOCK** | **HYPOXIA** |
| mwh/+ | 5 | 4 |
| Mnn1/+; mwh/+ | 3 | 3 |
| Mnn1-RNAi/+; mwh/+ | 7 | 10 |
| tub-GAL4/mwh | 0 | 0 |
| Mnn1/+; tub-GAL4/mwh | 6 | 8 |
| Mnn1-RNAi/+; tub-GAL4/mwh | 5 | 7 |
| Mnn1e30; mwh/+ | 7 | 10 |
| Mnn1e173; mwh/+ | 8 | 9 |
| Hsp70-, mwh/Hsp70- (#1) | 6 | - |
| Hsp70-, mwh/Hsp70- (#6) | 8 | - |
| Hsp70-, mwh/Hsp70- (#8) | 5 | - |

For heat shock experiments, progeny were subjected to a total of three 20 min heat shock treatments at 37˚C during embryogenesis, first-instar and second-instar larval stages. For hypoxia experiments, progeny were subjected to hypoxia (10% O2) for a total of three 1 hr periods during embryogenesis, first-instar and second-instar larval stages. Progeny were allowed to recover until adulthood at 25˚C to determine the effects of these treatments on viability. Lethality was calculated based on the expected number of mutant progeny relative to control siblings from the same cross. The heat shock or hypoxia regimen did not cause extensive lethality in any of the fly strains tested in these conditions. UAS-*Mnn1* and UAS-*Mnn1*-RNAi are simply referred to as *Mnn1* and *Mnn1*-RNAi, respectively.

# Supplementary material for: Menin Links the Stress Response to Genome Stability in Drosophila melanogaster
**Source:** PLoS One. 2010 Nov 18;5(11):e14049. doi: 10.1371/journal.pone.0014049
**Supplement:** Table S2 — Hsp70- mutants survive heat shock at 37°C but not 39°C. The thermotolerance of 1-2 day old adult flies was tested using the protocol of Gong and Golic (23). Flies were pretreated with a 30 min heat shock at 35°C. This was followed immediately with a 40 min heat shock at either 39°C or 37°C. Following heat shock, flies were returned to 25°C to recover. The overnight survival was examined and the percent lethality is reported. Oregon-R flies survived heat shock at both temperatures; whereas Hsp70 null flies had a high lethality when exposed to heat shock at 39°C, as reported by Gong and Golic (23), but were able to tolerate the milder 37°C heat shock. For each genotype and condition, 75 flies were tested. (0.03 MB DOC)

**Supporting Information S2**

**Table S2. *Hsp70*- mutants survive heat shock at 37˚C but not 39˚C**

|  | **% LETHALITY** | |
| --- | --- | --- |
| **GENOTYPES** | **39˚C** | **37˚C** |
| Oregon-R | 5 | 0 |
| *Hsp70*- | 71 | 3 |

The thermotolerance of 1-2 day old adult flies was tested using the protocol of Gong and Golic (23). Flies were pretreated with a 30 min heat shock at 35˚C. This was followed immediately with a 40 min heat shock at either 39˚C or 37˚C. Following heat shock, flies were returned to 25˚C to recover. The overnight survival was examined and the percent lethality is reported. Oregon-R flies survived heat shock at both temperatures; whereas *Hsp70* null flies had a high lethality when exposed to heat shock at 39˚C, as reported by Gong and Golic (23), but were able to tolerate the milder 37˚C heat shock. For each genotype and condition, 75 flies were tested.

Papaconstantinou et al

How the deposited data were processed for this re-analysis (not part of the article)

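Long oligo arrays were read for 36 samples, 3 arrays for each of 12 conditions of fly line and heat shock, each array with heat shocked RNA in Alexa647 and non shocked RNA of the same line in Alexa555. The authors scanned the arrays and quantified the spots with QuantArray 3.0, and the scanner files hold linear intensity values as deposited: the signal, the background and the standard deviation of the background of each spot and channel. The value table deposited by the authors holds log2 ratios made by their sub-grid normalization. The paper's Dataset S1 holds mean values for 1100 genes and was used for comparison. Its values had been seen when the lists of inducible Hsp genes and co-chaperones were written.

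Of 32448 spots per array, 3546 control spots were left out, and 28902 spots of 14441 probes were kept. Spots that the scanner software marked to be ignored, 3855 over all arrays, were left out. Values of repeated spots and of several probes of a gene were averaged, the latter for 504 genes, which gave 13827 genes. Names came from the reference table of locus tags: 12047 genes matched by locus tag and 1153 by synonym, and 627 kept the name in the files. The background was corrected by normexp with an offset of 50, the log2 ratios were normalized by loess (span 0.3) within each of 48 sub-grids, and no scaling between arrays was applied. R 4.3.3 with limma 3.58.1, statmod 1.5.0 and data.table 1.17.8 was used.

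Limma was fitted to the 36 arrays with a mean for each of the 12 conditions, and conditions, differences between lines at 1 time and differences between times within a line were tested with moderated statistics and Benjamini-Hochberg adjustment over all genes. A gene was called at an adjusted p under 0.05 and at least 1.5-fold. In passages, p of single genes is limma's. The 21 gene lists were inducible Hsp genes, co-chaperones, cognate chaperones, segmentation, neurogenic, dorsoventral and mesoderm, maternal, early zygotic, apoptosis, DNA repair, DNA replication, mitosis, ribosomal protein, proteasome, oxidative stress and detoxification, ER stress, immediate early and JNK, trithorax and menin complex, yolk and follicle, late embryo and larva, and hemocyte and fat body genes. Each list was described by the members called over all genes and when adjusted over the list alone, and tested against the other genes with camera, with a preset correlation of 0.01 and with an estimated one, adjusted over the 21 lists. List means per array were compared between lines with exact permutation tests, two-sided, whose smallest p for 3 arrays against 3 is 0.10. Of the calls of the inducible Hsp list, those of the 10 min conditions, of nos-GAL4 and UAS-Mnn1 at 60 min and of UAS-Mnn1 in recovery hold with an estimated correlation, as do its differences from nos-GAL4 of Mnn1e30 and UAS-Mnn1-RNAi at 60 min and of UAS-Mnn1 in recovery.

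The genes named are the chaperone genes the paper names, Mnn1, GAL4, mwh, lok, p53, trx and Hsf, all measured inducible Hsp genes and, for each main comparison, the 10 called genes with the largest rise and the 10 with the largest fall among those with 1 direction in every array (for a difference, with arrays of the 2 lines not overlapping), with 2 to 4 called members of each list. CG40115 was named after its values were seen. The probe DroJ1, a name of the co-chaperone gene DnaJ-1 in the reference table, kept the name in the files and is in no list, and it was left out with the chaperone genes in the tests of explanations. Alternatives were no background correction, plain subtraction, loess over the whole array, median centring, the authors' value table, no filter on dim probes, a spread from each condition's own arrays, blocks of replicate number or scan, array weights, no fold limit, 1 probe per gene, the lines of the source names, the 25 arrays whose labels match, each replicate left out, one-class SAM with sign flips and the methods' t-test. The scripts were tested on simulated data for 3 comparisons, with 13170 genes of which 200 were changed, in 5 runs. Of changes of 1, 2 and 3 on the log2 scale, 79.4, 95.8 and 98.8% were recovered for nos-GAL4 at 60 min. The shares were 59.4, 89.6 and 93.0% for Mnn1e30 minus nos-GAL4 at 60 min. For UAS-Mnn1 minus nos-GAL4 at 10 min they were 49.0, 85.4 and 95.2%. False calls per run were 28.8, 1.8 and 3.6, of which the 28.8 is a larger share than the 0.05 set for calls. In the real nos-GAL4 arrays at 60 min, Hsp70Ab, Hsp70Ba and Hsp68 rose by more than 3 and were not called. The simulated spread need not be that of the real arrays, so the recovered shares may be too high.

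The median signal of an array lay between 0 and 347 in Alexa555 and between 0 and 283 in Alexa647, the median background between 0 and 93.05 and between 0 and 28.25, and between 413 and 10077 spots per array (median 1598.5) were above 500 in both channels. A gene counts as above background on an array where the signal exceeds the background by 2 of its standard deviations. Scanner headers gave the line of the sample title in all 36 arrays and the time of heat shock or recovery in 19. In all 36 they marked the Alexa647 sample as heat shocked and the Alexa555 sample as non shocked. The headers of 2 arrays appear to name several samples together, and in 5 pairs of arrays, each of 60 min and of recovery of a line, the non shocked sample carries the same name. Whether RNA was shared is not stated, and no pairing was used. The headers of the UAS-Mnn1-RNAi arrays at 60 min give no time. Sequences of the probes, western blots and quantitative PCR were not analysed here.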

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

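Tests of explanations in this part were chosen after the result was seen, except the index of early and late genes without the arrays with many spots at 0 (that with the UAS-Mnn1 arrays of 10 min was added later) and the counts over other splits of the arrays.

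Differences between fly lines in the heat shock response brought up these results. Against nos-GAL4 at 60 min, the median difference over the inducible Hsp genes was -3.99 in Mnn1e30 and -3.06 in UAS-Mnn1-RNAi, and over the co-chaperones -0.41 in Mnn1e30. Patterning genes had positive medians in Mnn1e30: 0.35 over 35 segmentation genes, 0.61 over 24 neurogenic genes and 0.39 over 25 dorsoventral and mesoderm genes, with camera adjusted p of 0.014, 0.0043 and 0.0051 with an estimated correlation, 6, 8 and 5 members higher when adjusted over the list alone and 0 by limma over all genes. In recovery, UAS-Mnn1 minus nos-GAL4 gave medians of 2.82 for the inducible Hsp genes and 0.55 for the co-chaperones. At 10 min, 230 genes differed between UAS-Mnn1 and nos-GAL4, and 1, Hsp70Ba, between Mnn1e30 and nos-GAL4.

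The Hsp genes did not pass the test at 60 min in Mnn1e30 and UAS-Mnn1-RNAi, which could come from the same RNA in both channels, a heat shock that did not reach the embryos, scan days or menin. For Mnn1e30 replicates 2 and 3, r with the nos-GAL4 mean over genes outside the chaperone lists was at least 0.592. This argues against the same RNA in both channels there. Only 1 scan held Mnn1e30 and nos-GAL4 of 60 min, with 1 array of each. Their list means differed by -2.67, which argues against scan days for that pair alone. The -3.54 with the scan as a block also draws on recovery arrays, among them Mnn1e30 recovery replicate 1. Scan days stay open for the other Mnn1e30 arrays. The same RNA cannot be told apart for Mnn1e30 replicate 1 (r = -0.127; UAS-Mnn1 replicate 1, with a list mean of 1.93, gave -0.018) and for UAS-Mnn1-RNAi (lowest r = 0.114, the others 0.130 and 0.404, of which the 0.404 of replicate 2 leans against it), nor can scan days for UAS-Mnn1-RNAi, with 0 shared scans. A missed heat shock stays open, since the headers of the 3 UAS-Mnn1-RNAi arrays give no treatment and 5 genes called higher in nos-GAL4 at 60 min outside the chaperone genes (αγ-element, CG32512, CG14111, CG12896 and CG40115) had medians of 0.0641 in Mnn1e30 and 0.0590 in UAS-Mnn1-RNAi, which a need for menin at these genes would give too. An effect of menin stays open as the biological explanation. For it the paper has evidence beyond these arrays. Its immunoblots show HSP70 lost during heat shock in Mnn1e30 embryos. It also cites earlier work in which UAS-Mnn1-RNAi lowered expression from an Hsp70-LacZ fusion. That evidence does not settle what happened on these arrays.

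The mean index of early minus late genes was negative at 10 min in the 4 lines other than UAS-Mnn1 and positive at 60 min, where Mnn1e30 replicate 1 and UAS-Mnn1 replicate 1 were at -0.17 and -0.24, and in UAS-Mnn1 at 10 min (1.05). Arrays with many spots at 0 are argued against, since the index at 60 min minus 10 min was 2.10 without them (standard error 0.398) and 2.01 with them (standard error 0.375) over the 10 min arrays other than UAS-Mnn1, and 1.60 and 1.63 with the UAS-Mnn1 arrays of 10 min (standard error 0.507 and 0.424). The 3 UAS-Mnn1 arrays at 10 min lay above the 12 others of that time, which the length of heat shock alone would not give. The lowest of them, replicate 2 at 0.26, had 73.5% of its Alexa647 spots at 0. This comparison restates the pattern, and no scan held 10 min arrays of both UAS-Mnn1 and another line. Line and scan therefore cannot be told apart here, and no conclusion on the length of heat shock is drawn. Embryos of different age in the 2 samples of an array cannot be told apart: over 36 arrays the early and late list means correlated with r = -0.926 (Spearman's rho -0.929), and -0.903 without the 2 arrays farthest out, which any cause that moves these lists apart gives too. Scan days cannot be told apart, with 0 scans that hold both times, and an effect of the fly line on these genes stays open as untested.

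A signal in data that the paper did not analyse came from the GAL4 probes, whose log2 ratio in UAS-Mnn1 was 2.42 for probe 1 and 2.73 for probe 2 in recovery, and 0.99 for probe 2 at 60 min, above the highest array of Oregon-R, Mnn1e30 and UAS-Mnn1-RNAi (1.11 and 0.37). Probe 1 at 60 min was not above it, with 0.64 in UAS-Mnn1 and 0.68 in nos-GAL4 (highest array 1.39), and neither were all UAS-Mnn1 arrays at 10 min, with 0.94 and 1.07 for probes 1 and 2. Cross-hybridization of heat shock transcripts is argued against by a mean of 0.121 (SD 0.169, 9 arrays) in Oregon-R, Mnn1e30 and UAS-Mnn1-RNAi at 10 min, where the Hsp genes rose. On replicate 2 of Oregon-R and of Mnn1e30 many Alexa555 spots read 0, so ratios near 0 there weigh little. The mean is over both probes, and probe 1 reached 1.11 on Oregon-R replicate 1, so the argument is weaker for probe 1. A GAL4 transgene that responds to heat in this line may be a source and cannot be told apart: over the 9 UAS-Mnn1 arrays the ratio correlated with the Hsp list mean with r = 0.568 (exact permutation p = 0.119, adjusted over 2 lines 0.237; Spearman's rho 0.533, p = 0.148), and with r = 0.0188 without the 2 arrays farthest out. In the 9 nos-GAL4 arrays r was 0.338 (permutation p = 0.416).

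For counts of genes between 2 groups of 3 arrays, the 10 splits are too few for a share under 0.05. The real split gave 230 genes for UAS-Mnn1 minus nos-GAL4 at 10 min (highest other 2), 0 for Oregon-R (2), 1 for Mnn1e30 (27; 5 splits called as many) and 0 for UAS-Mnn1-RNAi (1). At 60 min it gave 0 for Mnn1e30 (1), 0 for UAS-Mnn1-RNAi (0) and 0 for UAS-Mnn1 (328), and in recovery 0 for Mnn1e30 (940) and 0 for UAS-Mnn1 (6). Between times it gave 3 for nos-GAL4 at 60 and 10 min (0) and 1 for UAS-Mnn1 (1; 3 splits called as many), and 0 for Mnn1e30 (0), UAS-Mnn1-RNAi (0), nos-GAL4 in recovery and at 60 min (0), Mnn1e30 in recovery and at 60 min (1798) and UAS-Mnn1 in recovery and at 60 min (657). Limma's counts of 0 come with 345 to 3061 genes at an unadjusted p under 0.05. The splits with 328, 940, 1798 and 657 calls point to a structure of the samples: nos-GAL4 replicate 1 with UAS-Mnn1 replicates 2 and 3 at 60 min, and replicate 1 of Mnn1e30 in recovery or of UAS-Mnn1 in recovery apart from the other 2 arrays of its condition.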

How the results depend on the processing

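Alternatives chosen after seeing the data were leaving out the 7 arrays with many spots at 0, leaving out spots at 0, scaling between arrays without those arrays, and turning the sign of Mnn1e30 recovery replicate 1; the others were set beforehand. Unless a construction is named (fewer arrays, no adjustment, no fold limit), the cause was not tested. Scaling between all 36 arrays was not run, since the median absolute ratio was 0 on several arrays with many spots at 0. The filter on dim probes removes no probe. The difference of UAS-Mnn1-RNAi with the scan as a fixed block could not be fitted.

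The inducible Hsp list mean, Mnn1e30 60 min minus nos-GAL4 60 min, kept direction and call in 28 of 28 alternatives (-3.54 to -2.18), as did the inducible Hsp list mean, UAS-Mnn1 60 min + 3 h recovery minus nos-GAL4 60 min + 3 h recovery (0.86 to 4.47). The inducible Hsp list mean, UAS-Mnn1-RNAi 60 min minus nos-GAL4 60 min, kept direction and call in 26 of 27 and was -0.75 with the source names' lines. Several of these alternatives leave the 3 differences unchanged by construction, so their direction was fixed. They are no filter on dim probes, own spread, the replicate block, camera's estimated correlation and the turned Mnn1e30 recovery array. The inducible Hsp list mean, Mnn1e30 10 min minus nos-GAL4 10 min, which did not pass the test, passed it at -1.34 without background correction, -1.36 with plain subtraction, -0.65 with median centring, -0.69 in the authors' value table, -1.13 with the source names' lines, -1.49 with the 25 arrays and -1.08 without spots at 0, turned to 0.35 with global loess, and ran from -1.49 to 0.17 with 1 replicate left out. The correlation of UAS-Mnn1 10 min with nos-GAL4 60 min ran from 0.22 to 0.72 over 20 alternatives and moved by less than the SD over pairs of single arrays (0.229) in 18, with 0.25 in the authors' value table and 0.22 with the source names' lines.

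The genes called in at least one condition, 384, were 1243 without background correction, 1175 with subtraction, 642 with median centring, 155 in the authors' value table, 18 with each condition's own spread, 1893 with array weights, 63 with the source names' lines, 131 with the 25 arrays, 254 by SAM, 2215 without the 7 arrays, 966 scaled without them, 1460 without spots at 0, 810 with the turned sign and 106 to 3348 with 1 replicate left out.

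Of the genes called, nos-GAL4 10 min, 75 (9 higher, 66 lower), became 230 (9, 221) with global loess, 38 (14, 24) with median centring, 14 (13, 1) in the authors' value table, 0 with own spread, 641 (303, 338) with array weights, 14 with the source names' lines, 21 (7, 14) with the scan as a random block, 14 (0, 14) by SAM, 114 with the turned sign and 3 to 50 with 1 replicate left out; 75 (51, 24) without background correction, 72 (45, 27) with subtraction, 65 (15, 50) with the 25 arrays and 76 (49, 27) without spots at 0 kept the count and not the split.

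Of the genes called, nos-GAL4 60 min, 36 (11, 25), became 68 (16, 52) without background correction, 97 (17, 80) with subtraction, 4 (4, 0) in the authors' value table, 0 with own spread, 85 (10, 75) with array weights, 0 with the source names' lines, 0 with the 25 arrays, 23 (9, 14) with the scan as a random block, 113 (9, 104) by SAM, 61 (15, 46) without the 7 arrays, 146 (11, 135) scaled without them, 61 (13, 48) without spots at 0 and 0 to 403 with 1 replicate left out, and 51 (32, 19) with median centring. With replicate number as a block they were 15 (8, 7); these numbers do not pair the arrays (median correlation -0.0222 for 1 number and 0.00767 for others, 12 of 36 arrays closest to their own number).

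Of the genes called, nos-GAL4 60 min + 3 h recovery, 31 (26, 5), became 10 without background correction, 0 with subtraction, 125 (112, 13) with median centring, 0 in the authors' value table, 0 with own spread, 13 (9, 4) with the replicate block, 408 (277, 131) with array weights, 5 with the source names' lines, 0 with the 25 arrays, 49 (33, 16) with no fold limit, 0 by SAM, 5 without the 7 arrays, 0 scaled without them, 5 without spots at 0, 0 to 607 with 1 replicate left out, and 34 (22, 12) with global loess.

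Of the genes called, UAS-Mnn1 10 min minus nos-GAL4 10 min, 230 (213, 17), became 575 (275, 300) without background correction, 664 (342, 322) with subtraction, 377 (353, 24) with median centring, 10 with own spread, 1076 (641, 435) with array weights, 0 with the source names' lines, 40 (29, 11) with the 25 arrays, 147 (133, 14) with the scan as a random block, 618 (478, 140) by the methods' t-test, unadjusted, 0 by it after adjustment, 5 to 609 with 1 replicate left out, and 173 (70, 103) in the authors' value table and 248 (130, 118) without spots at 0.

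The genes called, Mnn1e30 60 min minus nos-GAL4 60 min, 0 by limma, were 1 without background correction, 1 with subtraction, 7 with median centring, 1 with the 25 arrays, 1 with the probe of highest signal, 102 (65, 37) by the methods' t-test, unadjusted, 2 without spots at 0 and 0 to 34 with 1 replicate left out. The genes called, UAS-Mnn1-RNAi 60 min minus nos-GAL4 60 min, 0, were 1 without background correction, 1 with subtraction, 2 with global loess, 5 with median centring, 1 in the authors' value table, 1 with array weights, 377 (304, 73) by the methods' t-test, unadjusted, and 0 to 3 with 1 replicate left out. The genes called, UAS-Mnn1 60 min + 3 h recovery minus nos-GAL4 60 min + 3 h recovery, 0, were 2 without background correction, 3 with subtraction, 5 with median centring, 1 in the authors' value table, 159 (56, 103) with array weights, 4 with the scan as a fixed block, 102 (41, 61) by the methods' t-test, unadjusted, 1 without the 7 arrays, 15 scaled without them, 2 without spots at 0 and 0 to 52 with 1 replicate left out.

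Of 2927 values of the 152 named gene results under the alternatives, 749 lost the call, 114 gained it and 11 reversed. The most calls were lost with own spread (86 of 152), the source names' lines (82), without replicate 3 (78) and with the 25 arrays (72). Of the reversed, RpL11 (CG7726), UAS-Mnn1 10 min minus nos-GAL4 10 min, reversed to -0.32 without background correction, -0.35 with subtraction, -0.58 in the authors' value table and -0.25 without spots at 0. With global loess CG30274 (CG30274), nos-GAL4 10 min, was -0.87, CG2493 (CG2493), nos-GAL4 10 min, -0.051, RpS21 (CG2986), nos-GAL4 10 min, -0.87 (-0.57 with median centring), and CG30274 (CG30274), UAS-Mnn1 10 min minus nos-GAL4 10 min, 1.65 (0.44 with median centring). Cipc (CG31324), nos-GAL4 10 min, was 0.010 without spots at 0.

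Arrays with a median signal of 0 in a channel limit the ratios of dim genes, and the ratio of Hsp67Bc in nos-GAL4 at 10 min gives no measured fold.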

Differences from the paper's values

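For genes changed in at least one condition the paper's value is over 1000, and 384 were called here, with a Benjamini-Hochberg threshold in place of the paper's SAM limit. Of the alternatives set before the data were examined, no background correction (1243), plain background subtraction (1175), array weights (1893) and leaving out replicate 1 (3348) gave no difference. The others, among them global loess (460), median centring (642), the authors' value table (155), no filter on dim probes (384), own spread (18), the replicate block (285), the source names' lines (63), the 25 arrays (131), leaving out replicate 2 (612) or 3 (106), no fold limit (419), the scan as a random block (510), the probe with the highest signal (392) and one-class SAM (254), did. For the genes called in at least one condition, the settings chosen after seeing the values that exceeded it were leaving out the 7 arrays with many spots at 0 (2215), leaving out spots at 0 (1460) and the methods' limits on fold and variance with no test (2953), and those that came within 1.5 times of it were scaling without those arrays (966) and turning Mnn1e30 recovery replicate 1 (810). The paper's Dataset S1 holds 138 of the 384 genes, and how many of its genes the other settings drop was not counted.

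For the median log2 ratio of 10 Hsp genes of Dataset S1, the paper's value is 4.28 in Oregon-R at 10 min and 3.18 was found (SD 0.446). A value counts as different where it lies farther from the paper's than the SD of the condition's 3 arrays, which was larger in nos-GAL4. No background correction (3.98), plain subtraction (4.03), global loess (3.88) and the authors' value table (4.58) gave no difference, and the other 12 alternatives set before the data were examined did. For nos-GAL4 at 10 min the paper's value is 3.665 and 1.93 was found (SD 1.64). No background correction, plain subtraction, global loess, median centring, the authors' value table, array weights, the source names' lines, the 25 arrays, leaving out replicate 3 and the probe with the highest signal gave no difference; no filter on dim probes, own spread, the replicate block, the scan as a random block and leaving out replicate 1 or 2 did. The other 10 conditions lay within their SD.

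The paper states that more genes are induced than repressed at 10 min; over the lines that it calls similar, 87 were higher and 168 lower. In UAS-Mnn1 53 were higher and 10 lower, and Dataset S1 itself has, at 1.5-fold, 668 higher and 152 lower in Oregon-R, 336 and 109 in nos-GAL4, 356 and 106 in Mnn1e30, 255 and 123 in UAS-Mnn1-RNAi and 239 and 565 in UAS-Mnn1. By one-class SAM 39 were higher and 7 lower in Oregon-R, 0 and 14 in nos-GAL4, 0 and 4 in Mnn1e30 and 24 and 29 in UAS-Mnn1-RNAi. Of the genes called, nos-GAL4 10 min had 51 higher and 24 lower without background correction. The paper states that changes at 10 min are mainly between 1.5-fold and 2-fold; of 177 called genes in Oregon-R 39 were, of 75 in nos-GAL4 14, of 29 in Mnn1e30 3, of 11 in UAS-Mnn1-RNAi 1 and of 63 in UAS-Mnn1 14. In Dataset S1 the shares are 30.6, 46.1, 51.9, 62.4 and 37.8%.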

Other observations

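Compared with nos-GAL4 at 10 min, UAS-Mnn1 at 10 min was also higher for Dcp-1 (CG5370), a caspase gene, by 1.84 (standard error 0.43, limma adjusted p = 0.022), for geminin (CG3183), an inhibitor of replication licensing, by 2.53 (standard error 0.48, limma adjusted p = 0.0053), and for the proteasome gene Prosalpha1R by 3.17 (standard error 0.72, limma adjusted p = 0.020). In nos-GAL4 after 60 min, dpr13, a gene of the immunoglobulin superfamily, fell by 2.79 (standard error 0.57, limma adjusted p = 0.036), and hoip (CG3949), which codes for an RNA binding protein, fell by 1.55 (standard error 0.33, limma adjusted p = 0.041).

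After 60 min in nos-GAL4, ER stress genes had a median log2 ratio of -0.35 over 17 genes, 5 lower when adjusted over the list alone and 0 by limma over all genes, and hemocyte and fat body genes -0.31 over 16 genes, with 6 lower. The median was 0.61 over 24 maternal and 0.64 over 18 early zygotic genes, 0.51 over 30 mitosis genes and 0.16 over 48 proteasome genes. It was -0.20 over 24 neurogenic genes, with 1 lower over all genes, -0.10 over 35 segmentation genes, -0.11 over 25 dorsoventral and mesoderm genes, -0.03 over 17 cognate chaperones, 0.01 over 90 ribosomal protein genes, -0.10 over 34 oxidative stress and detoxification genes, -0.12 over 17 immediate early and JNK genes, 0.21 over 14 trithorax and menin complex genes and 0.03 over 19 yolk and follicle genes. No other member of these lists was called over all genes by limma, of 1951 genes at an unadjusted p under 0.05. With an estimated correlation, only the inducible Hsp list had a camera adjusted p under 0.05 in this condition.

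Taking Mnn1e30 and UAS-Mnn1-RNAi at 60 min together, a grouping chosen after seeing the data, the Hsp list mean was lower than in nos-GAL4 by -2.82 (6 arrays against 3) and lower than in nos-GAL4 and UAS-Mnn1 by -2.66 (6 against 6). No p is given for these, since the groups were formed after their arrays were seen to lie apart. Mnn1 itself, p53, mwh, trx and lok were called by limma in none of the 12 conditions, and Hsf in UAS-Mnn1 in recovery alone. In Mnn1e30 in recovery, replicate 1 correlated with the other arrays at -0.48 and -0.44, and the sign of its ratios in the authors' value table is opposite (r = -0.907 over bright spots). The difference of the Hsp list mean from nos-GAL4 in recovery was -0.05 in Mnn1e30 (exact permutation p = 1). Medians of the authors' log2 columns were 5.87, -6.18 and 5.18 for Oregon-R replicate 2 at 10 min, UAS-Mnn1 replicate 2 at 10 min and UAS-Mnn1 replicate 1 at 60 min.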
